# Adipose tissue is a source of regenerative cells that augment the repair of skeletal muscle after injury

**DOI:** 10.1038/s41467-022-35524-7

**Published:** 2023-01-05

**Authors:** Quentin Sastourné-Arrey, Maxime Mathieu, Xavier Contreras, Sylvie Monferran, Virginie Bourlier, Marta Gil-Ortega, Enda Murphy, Claire Laurens, Audrey Varin, Christophe Guissard, Corinne Barreau, Mireille André, Noémie Juin, Marie Marquès, Benoit Chaput, Cédric Moro, Donal O’Gorman, Louis Casteilla, Amandine Girousse, Coralie Sengenès

**Keywords:** Mesenchymal stem cells, Regeneration, Musculoskeletal development

## Abstract

Fibro-adipogenic progenitors (FAPs) play a crucial role in skeletal muscle regeneration, as they generate a favorable niche that allows satellite cells to perform efficient muscle regeneration. After muscle injury, FAP content increases rapidly within the injured muscle, the origin of which has been attributed to their proliferation within the muscle itself. However, recent single-cell RNAseq approaches have revealed phenotype and functional heterogeneity in FAPs, raising the question of how this differentiation of regenerative subtypes occurs. Here we report that FAP-like cells residing in subcutaneous adipose tissue (ScAT), the adipose stromal cells (ASCs), are rapidly released from ScAT in response to muscle injury. Additionally, we find that released ASCs infiltrate the damaged muscle, via a platelet-dependent mechanism and thus contribute to the FAP heterogeneity. Moreover, we show that either blocking ASCs infiltration or removing ASCs tissue source impair muscle regeneration. Collectively, our data reveal that ScAT is an unsuspected physiological reservoir of regenerative cells that support skeletal muscle regeneration, underlining a beneficial relationship between muscle and fat.

## Abstract (web summary)

The dynamics of fibroadipogenic progenitors (FAPs) after muscle injury are crucial to ensure efficient regeneration. Here the authors show that a pool of FAPs originates from adipose tissue and are necessary for effective muscle regeneration.

## Introduction

Skeletal muscle exhibits a remarkable regenerative capacity in adult mammals and a large effort is underway to better characterize and understand the underlying mechanisms controlling this process. The regenerative potential of skeletal muscle relies on a pool of resident adult stem cells, the satellite cells which proliferate and differentiate to allow muscle growth and remodeling in response to exercise or following trauma^1–3^. In the past decade, studies have identified mesenchymal progenitors, termed “fibroadipogenic progenitors” (FAPs), providing key functional support to satellite cells^4–7^. Besides their supportive role, the regulation of FAP content is also crucial since their absence leads to regeneration impairment, whereas FAP maintenance in the late phase of regeneration leads to fibrosis and/or fatty degeneration of the injured muscle^8–10^.

However, the early evolution of FAP number upon injury is less well characterized. Intriguingly, this process exhibits distinct waves, a first one occurring 1-day post-injury (dpi), when FAP proliferation has not started yet, followed by a second one at 3 dpi, due to FAP proliferation^4,9,11–14^. Without being supported by FAP proliferation, the first wave of FAP content increase is not well understood and raises the question that different FAP subpopulations coming from different sources. In support of this hypothesis, single-cell analysis technology has revealed the heterogeneity of FAPs cell populations^11,15–17^ and also indirectly described the first wave of FAP. Indeed, Oprescu et al. elegantly reported the presence of a subpopulation of “activated” FAPs in the very early phases following muscle injury (0.5 dpi)^17^. These activated FAPs are transcriptionally distinct from the non-injured FAP populations and were considered by the authors to be muscle resident, although direct demonstration was not demonstrated.

White adipose tissue (AT) houses a mesenchymal cell population, which resembles FAPs, the adipose stromal cells (ASCs). Various studies, including ours, show that ASCs exhibit similar cell surface antigen combination, same clonogenic activity, and differentiation potentials^18–20^. ASCs attract a lot of interest due to their high regenerative potential and represent very promising tools for cell-based therapies^21,22^. Whether FAPs and ASCs are distinct cell types remains unclear^23–25^. We previously demonstrated that subcutaneous AT (ScAT) releases ASCs in response to inflammatory stimuli^18,26^ or to high-fat diet^27^. Moreover, we and others showed that intramuscular adipocytes partly arise from these circulating ASCs, particularly upon weight gain^27–29^. Consequently, we questioned here whether the first wave of FAP number increase in response to acute muscle injury is the result of ASCs release from ScAT followed by their further infiltration into the damaged muscle to support its regeneration.

In the present study, we report that ScAT releases ASCs in response to acute muscle damage and that released ASCs infiltrate the injured muscle via a platelet-dependent mechanism. We also show that blunting the infiltration of ASCs impairs muscle regeneration suggesting that ScAT is an unexpected partner of muscle regeneration.

## Results

### FAPs transcriptomic profile resembles ASCs after muscle injury

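RNA was sequenced from ASCs of the ScAT and from FAPs of the quadriceps muscle, each sorted as CD31−/CD45−/Sca-1+ cells, 1 day after injection of NaCl or glycerol into the quadriceps. Glycerol damages the myofibers, and NaCl served as the non-injured control. The 8 libraries compared here were 3 from ASCs and 2 from FAPs of NaCl-injected mice and 3 from FAPs of glycerol-injected mice (injured FAPs). The paper describes triplicates, for each cell type, from a pool of cells of 3 animals. For non-injured FAPs 2 libraries were analysed here. A further library of CD31+CD45+ cells of injured quadriceps has no replicate and entered no test. The authors aligned the reads to the mm10 mouse genome with HISAT2, counted them per gene with featureCounts and deposited normalized values. In each library 100% of the values came out as a whole number of reads divided by a size factor. Their totals on genes were 27349184 to 27481573 in ASCs (median 27402102), 24052508 and 24164447 in FAPs and 26698572 to 27028114 in injured FAPs (median 26968235). The CD31+CD45+ library held 13091077 reads. Size factors ranged from 0.759 to 0.883 in ASCs, from 1.05 to 1.06 in FAPs and from 1.27 to 1.31 in injured FAPs. The 100 most abundant genes took 40.3% to 43.1% of the values in ASCs, 35.9% and 36.3% in FAPs and 24.7% to 26.1% in injured FAPs. The normalized values were tested on the log2(value + 1) scale with limma, with the 3 groups in a single fit and Benjamini-Hochberg adjustment, over the 13601 genes with a mean of at least 10 across the 8 libraries. Fold changes on this scale understate the change of genes with low values. A gene was counted as differentially expressed at an adjusted p under 0.05 and a log2 fold change beyond 0.58 in either direction.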

We first compared the transcriptomic profiles of ScAT-derived ASCs to the one of non-injured or injured FAPs (1 day post-injury, dpi) using RNAseq analysis. To strengthen our data, we included data from Malecova et al.^15^ for FAPs and injured FAPs on day 1. 

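Replicates were compared through the Pearson correlation of their log2(value + 1) across the 13601 genes, which are not independent replicates. It was 0.975 to 0.985 between ASC libraries, 0.985 between the 2 FAP libraries and 0.990 to 0.994 between injured FAP libraries. Between groups it was lower in every pair of libraries. It was 0.839 to 0.871 between ASCs and FAPs, 0.842 to 0.859 between injured FAPs and FAPs and 0.837 to 0.880 between injured FAPs and ASCs. The ranges of the 3 pairs of groups overlapped.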

Principal-component analysis (PCA) showed that replicates for each condition were gathered in distinct groups (Figure S1A). 

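In a PCA of the log2(value + 1) of the 13601 genes, centred and not scaled, PC1 held 53.7% of the variance. The score on PC1 was −87.4 ± 12.6 (SD, n = 3) in ASCs, 6.40 ± 2.93 (SD, n = 2) in FAPs and 83.2 ± 2.98 (SD, n = 3) in injured FAPs. FAPs thus lay between the other groups on this axis, and the gaps between the groups were larger than the spread of the replicates. The PCA of Fig. 1A also held libraries of Malecova et al., which were not analysed here.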

Injured FAPs (1 dpi) were further separated from ASCs along PC1 (54% of variance). Interestingly, however, they were much closer to ASCs rather than with non-injured FAPs along the PC2 component that accounts for 38% variance (Fig. 1A). Moreover, analysis of differentially expressed genes, compared to uninjured FAPs, showed convergence towards largely overlapping transcriptional landscapes between injured FAPs and ASCs at 1 dpi (*P*val = 1.56 e-136, Figs. 1B, 1C). This similarity in the composition of transcriptomes could be due to the convergence of the function of activated FAPs and ASCs. It also raises the possibility that ASCs from adjacent ScAT could infiltrate muscle. 

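PC2 held 37.5% of the variance in the same PCA. The score on PC2 was 32.0 ± 6.42 (SD, n = 3) in ASCs, 39.4 ± 1.86 (SD, n = 3) in injured FAPs and −107.2 ± 1.03 (SD, n = 2) in FAPs. On a scale along PC2 that is 0 at the FAP mean and 1 at the ASC mean, injured FAPs lay at 1.05 ± 0.013 (SD, n = 3). The same scale along PC1 put them at −0.818 ± 0.032, on the far side of FAPs from ASCs. On the straight line between the FAP mean and the ASC mean over all genes, injured FAPs lay at 0.468 ± 0.001. The place along PC2 depended on the libraries included, and it was 0.540 without ASC replicate 1 and 1.87 without injured FAP replicate 2.

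**Figure D1:**
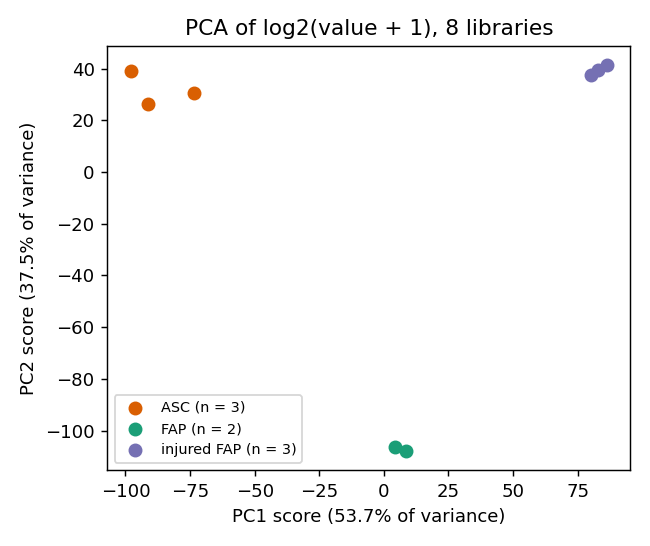
Scores of the 8 libraries on PC1 (x axis, 53.7% of variance) and PC2 (y axis, 37.5% of variance), a point per library, coloured by group. ASCs and injured FAPs sit at opposite ends of PC1 and at similar heights on PC2, and FAPs sit near −107.2 on PC2.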

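Compared with FAPs, 6416 genes were differentially expressed in ASCs (3183 higher, 3233 lower) and 7153 in injured FAPs (3388 higher, 3765 lower), by limma with Benjamini-Hochberg adjustment. Of these, 3993 were shared, 2423 were found only in ASCs and 3160 only in injured FAPs. Chance would give 3374.3 shared genes among the 13601 tested (one-sided Fisher's exact test, p = 2.67e-101). Both comparisons use the same FAP libraries. In 100 draws each gene's 3 group means were dealt to the groups at random, and 4051 to 4237 genes were shared. The overlap was thus not larger than groups with no particular nearness give. In each of 100 simulations of unchanged groups compared with the same FAP libraries, 0 genes were shared, since at most 1 was called in a comparison. At an unadjusted p under 0.05, 52 to 95 were shared. Of the shared genes, 83.8% changed in the same direction (exact 95% binomial interval 82.7% to 85.0%), with 1470 higher and 1878 lower in both comparisons and 645 in opposite directions. Across genes, the log2 fold changes of the 2 comparisons correlated with a Pearson r of 0.475 and a Spearman rho of 0.470. Genes are not independent replicates, so no p is given. Sharing the FAP libraries makes this correlation positive without any change, and the simulations of unchanged groups gave a mean r of 0.602 (0.554 to 0.632). That value describes noise alone, so it does not show how much of 0.475 comes from sharing. With FAP replicate 2 used for ASCs and FAP replicate 1 for injured FAPs, r was 0.422. The random draws gave 0.484 to 0.525. Counting only higher genes moved the overlap most, to 1470 shared genes, because it leaves out the lower ones. A rule fixed in advance chose 11 genes with the largest rises and falls against FAPs. Of these, 7 were called in both comparisons, 6 in the same direction and Inmt in opposite ones (1.64 in ASCs and −4.94 in injured FAPs). Chad, Wif1, Hmga2 and Rbfox3 were called in 1 comparison only, which for Chad, Wif1 and Rbfox3 depended on the settings. Chad had the largest fall in ASCs (log2 fold change −10.68, standard error 1.3, adjusted p = 6.20e-05 from limma) and did not pass in injured FAPs (−2.64, adjusted p = 0.0951). Chad and Wif1 passed there with a pseudocount of 8, only the compared groups in the fit, the replicate number as a term, or edgeR. Wif1 also passed there with quantile normalization and with DESeq2. Rbfox3 passed in ASCs with a pseudocount of 8, only the compared groups in the fit, edgeR or DESeq2. Cilp2 had a log2 fold change of −8.20 in ASCs (standard error 0.40, adjusted p = 1.66e-07 from limma) and −2.57 in injured FAPs (standard error 0.40, adjusted p = 0.000284). Plvap was listed at 0 in both FAP libraries and at 738.5 ± 24.7 (SD, n = 3) in ASCs and 332.5 ± 49.2 (SD, n = 3) in injured FAPs, at least 259-fold and 117-fold higher. Plvap is an abundant gene of the CD31+CD45+ library, at 32820. Csf2rb and Csf2rb2, also among the 6 genes, were likewise at 0 in both FAP libraries. Such zeros may come from processing of the FAP values or from differing carried-over cells, so the agreement of these genes is uncertain. From the overlap of the 2 gene sets, the paper concludes that the transcriptional landscapes of injured FAPs and ASCs converge, and proposes a shared function or the infiltration of ASCs as possible reasons.

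**Figure D2:**
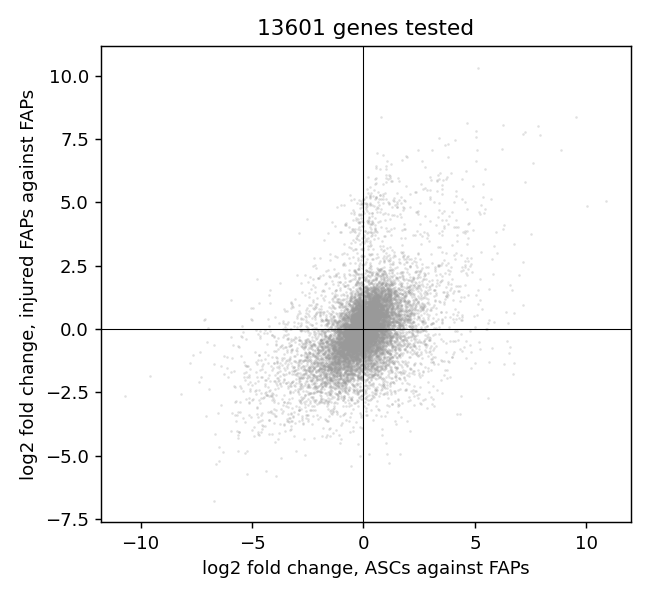
Log2 fold change of each of the 13601 genes in ASCs against FAPs (x axis) and in injured FAPs against FAPs (y axis), a point per gene. The cloud tilts upward, with a Pearson r of 0.475.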

To potentially identify a selective marker of this FAP population, we analyzed top-upregulated genes at 1 dpi and found that Podoplanin, recently shown to impart a pro-migratory phenotype in bone marrow-derived mesenchymal stromal cells (MSCs)^30^, was the seventh-most up-regulated gene (Fig. 1D). 

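Pdpn, the Podoplanin gene, lies on chromosome 4 of GRCm38 (mm10) from 143267431 to 143299564 on the minus strand. Its normalized value was 2778 ± 114 (SD, n = 2) in FAPs, 19010 ± 597 (SD, n = 3) in injured FAPs and 16680 ± 5540 (SD, n = 3) in ASCs. The log2 fold change against FAPs was 2.77 in injured FAPs (standard error 0.20, adjusted p = 2.02e-06) and 2.54 in ASCs (standard error 0.20, adjusted p = 3.77e-06), by limma with Benjamini-Hochberg adjustment. Injured FAPs and ASCs did not differ detectably (log2 fold change 0.24, adjusted p = 0.271), although quantile normalization of the log2 values gave 0.96 (adjusted p = 7.22e-05). Among higher genes ordered by p, Pdpn ranked 294 in injured FAPs and 385 in ASCs. Without ASC replicate 1 these ranks were 11 and 45, and with edgeR's quasi-likelihood test on the recovered reads they were 491 and 431. All 15 genes of Fig. 1D were higher in injured FAPs than in FAPs, with log2 fold changes of 0.94 to 10.32 and a median of 2.77. In ASCs 12 of them were higher than in FAPs, and Aldh1a2 was lower (log2 fold change −2.25, adjusted p = 4.78e-06 from limma). Thbs1 (0.15, adjusted p = 0.535) and Tubb5 (−0.40, adjusted p = 0.099) did not pass the threshold in ASCs by limma. With quantile normalization, Tubb5 was lower (−0.98). Adjusted over the list alone, 15 genes passed the threshold in injured FAPs and 13 in ASCs. The study chose this list on the same samples, so these counts are not independent evidence. Npm1 and Tubb5 have near-identical copies in the genome, so their reads are uncertain.

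**Figure D3:**
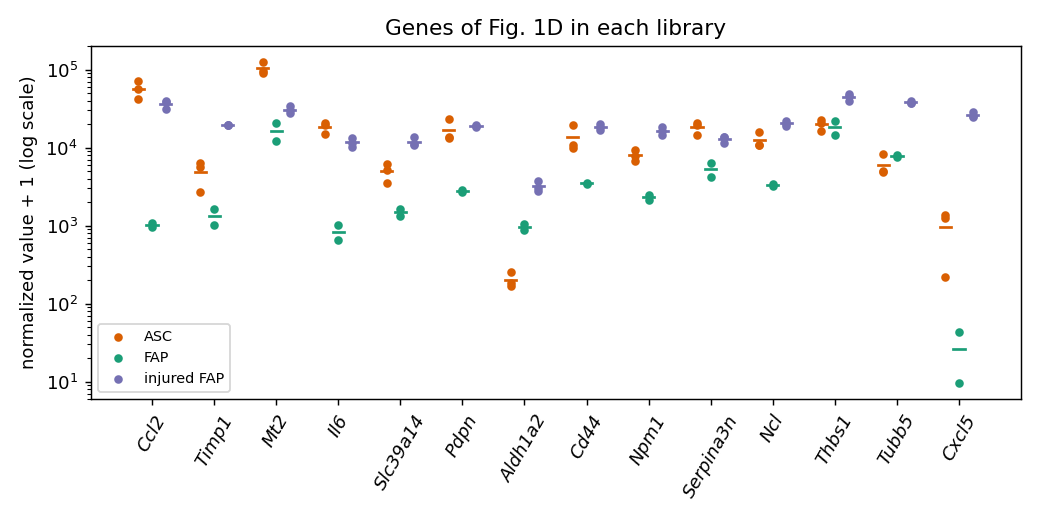
Normalized value + 1 (y axis, log scale) of 14 of the 15 genes of Fig. 1D in each library, a point per library and a bar at the group mean (n = 3 ASCs, 2 FAPs and 3 injured FAPs). The Pdpn points of ASCs and injured FAPs overlap, and those of FAPs lie below both.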

Then we used a published scRNA seq dataset to monitor the dynamics of Podoplanin expression in the FAP cell populations during muscle regeneration, particularly in the early stages following injury. We used the dataset from the Oprescu et al.^17^ study, which explored the transcriptional dynamics of various cellular subpopulations during the skeletal muscle regeneration process and particularly in the very early phases following injury. FAPs, defined as Sca-1 (Ly6a)-positive cells, were marked by the expression of Podoplanin at an early regeneration stage (0.5 dpi) before a transition back to basal levels at 3.5 dpi (Fig. 1E). Importantly, it has been recently reported in bone marrow MSCs that Podoplanin expression confers a pro-migratory phenotype facilitating their intravasation across the vessel wall and interaction with circulating platelets^30^. Consequently, these data show that a subpopulation of FAPs following muscle injury resembles ASCs, thus suggesting that they may originate from AT.

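Injured FAPs were also compared directly with ASCs, without FAPs as the reference. By limma with Benjamini-Hochberg adjustment, 6909 genes were differentially expressed between them, 3405 higher and 3504 lower in injured FAPs. Of the 3348 genes that changed in the same direction in both comparisons with FAPs, 1366 (40.8%) also differed between injured FAPs and ASCs, and 1982 did not pass the threshold. The root mean square distance between group means on the log2(value + 1) scale was 1.44 between ASCs and FAPs, 1.42 between injured FAPs and FAPs and 1.46 between injured FAPs and ASCs. The distance between single libraries of a group was 0.296 to 0.655. The distance of injured FAPs to ASCs was thus 1.03 times their distance to FAPs, and between 1.01 and 1.08 times with any library left out. Irx1, chosen by a rule fixed in advance, had a normalized value of 1641 ± 297 (SD, n = 3) in ASCs, 14.7 ± 1.90 (SD, n = 2) in FAPs and 4.66 ± 3.93 (SD, n = 3) in injured FAPs (log2 fold change of injured FAPs against ASCs −8.47, standard error 0.50, adjusted p = 2.79e-07 from limma). Sult1e1 was at 2604 ± 1460 (SD, n = 3) in ASCs, 48.3 ± 9.73 (SD, n = 2) in FAPs and 6.45 ± 1.80 (SD, n = 3) in injured FAPs. In the other direction, Chad was at 29.5 ± 30.1 (SD, n = 3) in ASCs, 20330 ± 6060 (SD, n = 2) in FAPs and 3188 ± 185 (SD, n = 3) in injured FAPs, and Wif1 was at 6.15 ± 7.90 (SD, n = 3) in ASCs, 3173 ± 417 (SD, n = 2) in FAPs and 872.8 ± 52.3 (SD, n = 3) in injured FAPs.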

**Fig. 1:**
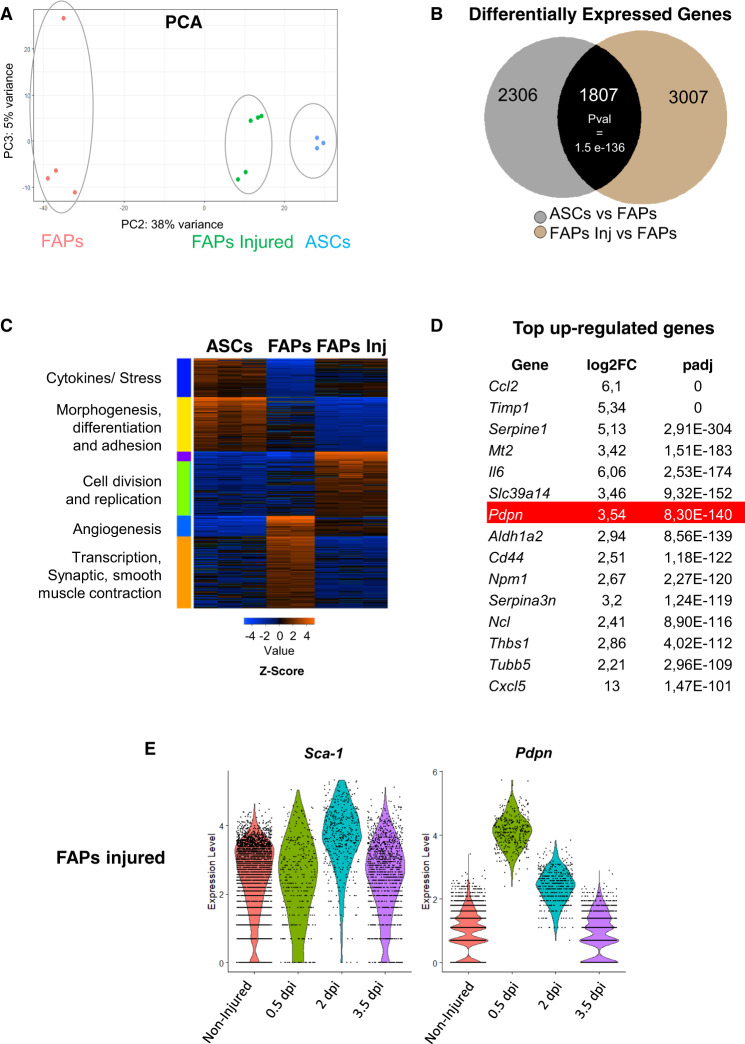
Muscle injured derived FAPs resemble ASCs from ScAT. **A** Principal-component analysis (PCA, PC2 vs PC3) of RNAseq expression values of FAPs and ASCs isolated from injured (1 dpi) and control animals. **B** Venn diagram showing overlap of differentially expressed genes in ASCs from ScAT (SCAT) and FAPs from injured muscle (FAPInj) as compared with FAPs in non-injured animals (FAP). LOG2FC > 0.58 and *p* value<0.05. **C** Expression heatmap of K-mean clustering of differentially expressed genes (expressed in *Z* score) in FAPs groups (control and injured) compared with ASCs and corresponding Gene Ontology terms. **D** Table list of the top upregulated genes in ASCs compared with FAPs ranked by adjusted *p* value. Significance was obtained using DESeq2 package set to default parameters which uses the Wald test to calculate *p* values. **E** Violin plots of *Sca-1* and *Podoplanin* (*pdpn*) of single-cell RNAseq expression of FAPs isolated from injured (0.5, 2, and 3.5 dpi) and control animals using datasets from Oprescu et al.^17^.

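The 3000 genes of highest variance were grouped by k-means into 6 clusters on their Z scores over the 8 libraries. In 2 clusters with 789 genes (26.3%), the mean Z scores of injured FAPs and ASCs were nearer to each other than either was to that of FAPs, by a measure chosen after the data were examined. With 5 clusters the count was 895 genes (29.8%). Counting each cluster in which injured FAPs were nearer to ASCs than to FAPs, however near ASCs and FAPs were to each other, gave 4 clusters with 1844 genes (61.5%). These include clusters 1 and 6, in which injured FAPs stood apart from both. In clusters 3 and 4, with 614 and 542 genes, injured FAPs and FAPs were nearer to each other than either was to ASCs. Cluster 6, with 600 genes, was high in injured FAPs only (mean Z 1.11, against −0.60 in ASCs and −0.77 in FAPs). It held all 26 genes of a cell division list and all 27 genes of a DNA replication list. Cluster 5, with 323 genes, was low in FAPs (mean Z −1.38) and held 12 of 25 genes of a cytokine and stress list. The lists were written in advance in place of Gene Ontology terms and tested with limma's camera with a preset inter-gene correlation of 0.01, adjusted over 51 tests of 17 lists. Cytokine and stress genes were higher than in FAPs in ASCs (median log2 fold change 2.47, adjusted p = 1.43e-08) and in injured FAPs (2.46, adjusted p = 2.76e-07). Ribosome biogenesis genes were higher in both too (medians 1.59 and 1.86, adjusted p = 2.20e-08 and 8.00e-10). Cell division genes were higher in injured FAPs (median 4.94, adjusted p = 3.15e-13) and not detectably so in ASCs (0.19, adjusted p = 0.461), although quantile normalization of the log2 values gave an adjusted p of 0.00818 in ASCs. Every list called with the preset correlation was also called by fry, and none was called with an estimated correlation, where the lowest adjusted p was 0.321.

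**Figure D4:**
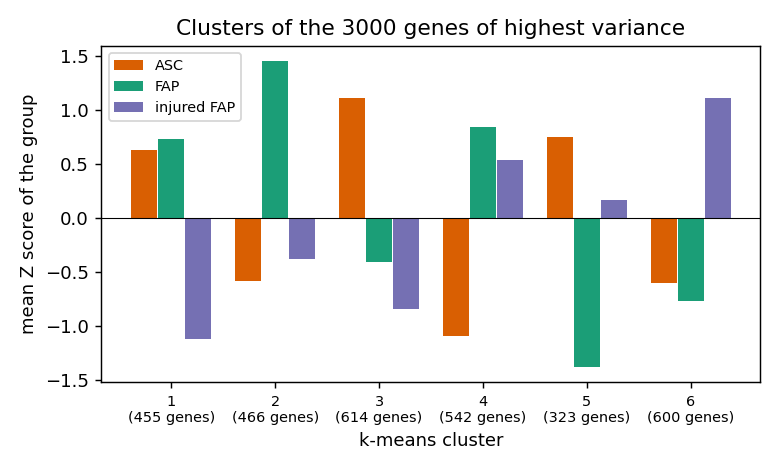
Mean Z score of ASCs, FAPs and injured FAPs (y axis) in each of the 6 k-means clusters (x axis, with the number of genes), a bar per group. Injured FAPs stand alone above 0 in cluster 6.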

### Muscle injury causes a FAP rise mirrored by a ScAT ASC decrease

To investigate whether migrating ASCs may account for the pool of FAPs in the early steps following muscle injury, we first analyzed the number of FAPs in the quadriceps muscle 24 h following damage using glycerol (Gly) and myotoxin (cardiotoxin, CTX). Both Gly- and CTX-induced damages are well-characterized murine models of muscle injury at the functional, histological and inflammatory levels (Figures S1B, C)^31,32^. The cell composition of the whole muscle-derived stroma-vascular fraction (SVF) was analyzed by flow cytometry and FAPs content (identified as Sca-1^+^/CD34^+^/CD140α^+^/CD31^−^/CD45^−^ cells was measured from 1 to 9 dpi (Fig. 2A). As previously reported^4,5,33^ and with either muscle-injury model, muscle FAP number peaked at 3 dpi and returned to basal value at 9 dpi (Fig. 2A). Also in accordance with previous studies, FAP number drastically increased by 1 dpi in the injured muscle (>5-fold, Fig. 2A, without being affected in the contralateral non-injured side, Fig. 2B). The rise in FAPs at 1 dpi was not due to their proliferation, since no differences in EdU (a nucleotide analog) incorporation between FAPs from injured and control mice were detected (Figs. 2C, S1D), whereas other cell population, such as leukocytes, start proliferating by 1 dpi (Figure S1E). The FAP increase evidenced by flow cytometry at 1 dpi was then confirmed in situ, by immuhistochemistry of the damaged muscle (Fig. 2D). In accordance with our transcriptomic results, the majority of FAP cells were podoplanin^+^ at 1 dpi (Fig. 2D). To functionally demonstrate the presence of increased FAP number at 1 dpi, we tested colony-forming unit-fibroblast (CFU-f) activity of muscle-derived SVF from injured (Gly or CTX) or non-injured animals at 1 dpi. As expected, the early rise in FAP number following muscle injury was associated with a rise in the CFU-f activity (Fig. 2E). Moreover, given that FAPs are the only cell type expressing adipogenic potential in the muscle^5,25,33,34^, in vitro adipogenesis of whole muscle-derived SVF from control or 1 dpi animals was tested. Upon adipogenic induction, muscle-derived SVF originating from injured animals clearly accumulated more lipids and expressed higher levels of adipogenic markers (Figs. 2F, G, H) confirming the rise in FAP content in the injured muscle at 1 dpi.

**Fig. 2:**
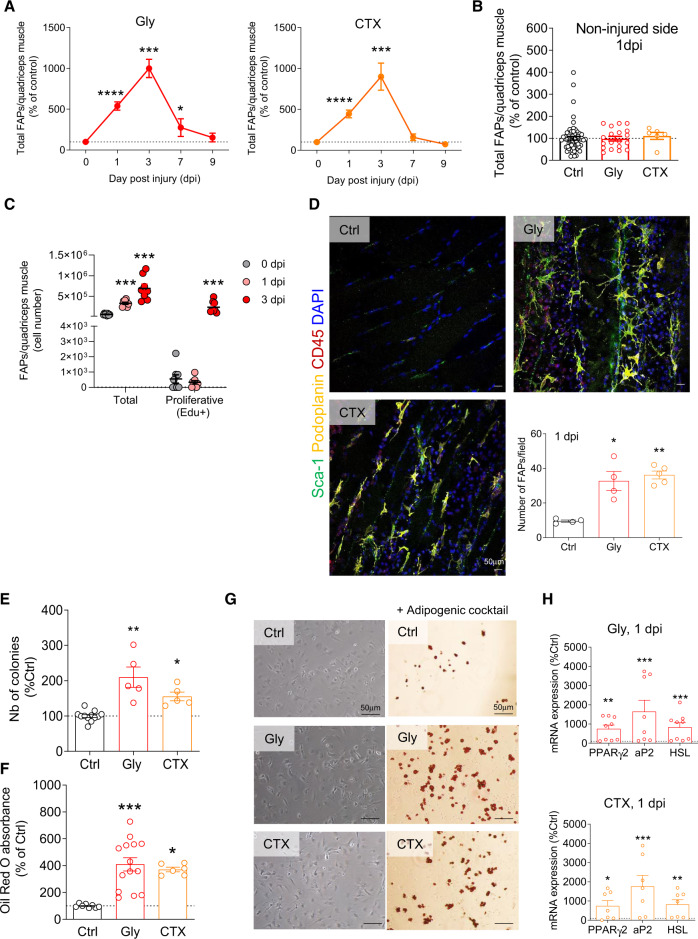
FAPs content increases within 24 h after muscle injury. **A**, **B** Myofiber damage was induced by intramuscular injection of glycerol (Gly) or cardiotoxin (CTX) into the quadriceps. FAP number was quantified in quadriceps-derived SVF by flow cytometry (with the markers CD31, CD45, Sca-1, CD34, CD140α, and podoplanin) from 1 to 9 dpi and compared between control (uninjured, Ctrl), Gly or CTX injected animals (**A**, **B**) as well as in contralateral non-injured quadriceps (**B**) For **A**, *n* = 62 (Ctrl) animals over nine independent experiments at 0 dpi, *n* = 28 (Gly) and 7 (CTX) animals over four independent experiments at 1 dpi, *n* = 3 (Gly and CTX) animals over three independent experiments at 3, 7 and 9 dpi. For B, *n* = 62 (Ctrl), 19 (Gly), 6 (CTX) animals over 9, 3, and 3 independent experiments, respectively. **C** Detection of in vivo Edu incorporation detected by flow cytometry in FAPs of control and injured animals (Gly, 1 dpi). *n* = 8 animals at all time points over three independent experiments. **D** Representative confocal images and immunohistological analysis of injured (Gly and CTX) quadriceps at 1 dpi and quantification of Sca-1^+^/Podoplanin^+^/CD45^−^ cells in situ. *n* = 4 (Ctrl and Gly) and 5 (CTX) animals over three independent experiments. Bar scale 50 μm. **E**, **F** Clonogenic (**E**) and adipogenic (**F**) assays were performed on total SVF isolated from control or injured (Gly and CTX) muscle at 1 dpi. For E, *n* = 12 (Ctrl) and 5 (Gly and CTX) animals over three independent experiments. **F** *n* = 8 (Ctrl) and 14 (Gly), and 6 (CTX) animals over four independent experiments. **G** Representative phase contrast images of Ctrl, Gly, or CTX muscle-derived SVF cells under adipogenic culture conditions. Cells were fixed at day 4 and stained with Oil red O. Bar scale 50 μm. **H** mRNA expression of adipogenic markers measured on total SVF isolated from control or injured (Gly and CTX) muscle at 1 dpi. *n* = 7 (Gly and CTX) animals over four independent experiments. Results are expressed as a percentage of non-injured control animals with mean ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs Ctrl.

In parallel, we studied ASCs content in ScAT following muscle injury. ASCs were identified as Sca-1^+^/CD34^+^/CD31^−^/CD45^−^ cells as previously reported^18,19^. Concomitant with the increase in FAP number in the injured muscle, the number of ASCs significantly decreased by 20–25% in the ScAT at 1 dpi (Fig. 3A), both following Gly or CTX damage. Importantly, the gain in muscle FAP number was found equivalent to the loss in ScAT-ASCs, whatever the injury model used (Fig. 3B). To verify that muscle injury specifically triggered the decrease in ASCs, and to rule out any impact of the injury procedure on the cell content of ScAT, NaCl was injected into the quadriceps muscle. NaCl neither induced muscle damage (Figure S2A, B) nor modified ASC and/or leukocyte content in ScAT (Figures S2C, D), demonstrating that muscle injury per se triggers the fall in ASCs content observed in the ScAT at 1 dpi. Moreover, the ScAT was specifically impacted by muscle damage since neither perigonadic AT (PGAT) nor the bone marrow (BM), another tissue source of MSCs, were affected at 1 dpi (Fig. 3C). Whether all ASCs or subpopulations of ASCs were injury-responsive was then addressed. Based on our transcriptomic analysis, extensive flow cytometry analysis of AT and muscle-derived freshly harvested SVF originating from injured or non-injured animals was performed. We used the dimensionality reduction algorithm, t-distributed stochastic neighbor embedding (tSNE), to qualitatively assess cell population diversity and heterogeneity^35,36^ in the CD45^−^/CD31^−^ cell subset. In contrast to conventional sequential biaxial plot-based analysis, tSNE analysis generated a single map in which the complex multi-dimensional geometric relationships between single cells were represented in a two-dimensional space. In the CD45^−^/CD31^−^ cell populations, five distinct cell subsets were deciphered on the tSNE map based on the expression of Sca-1, CD34, CD90, CD140α and podoplanin (Fig. 3D). Next, we investigated the impact of muscle injury (Gly and CTX, 1 dpi) on the proportion of these five cell subsets in both the muscle and the ScAT. Among the five cell subsets identified by tSNE analysis, the Sca-1^+^/CD34^+^/CD90^+^/Podoplanin^+^/CD31^−^/CD45^−^ cell population was increased in the injured muscle while it disappeared in the ScAT at 1 dpi (Gly or CTX) (Fig. 3E).

**Fig. 3:**
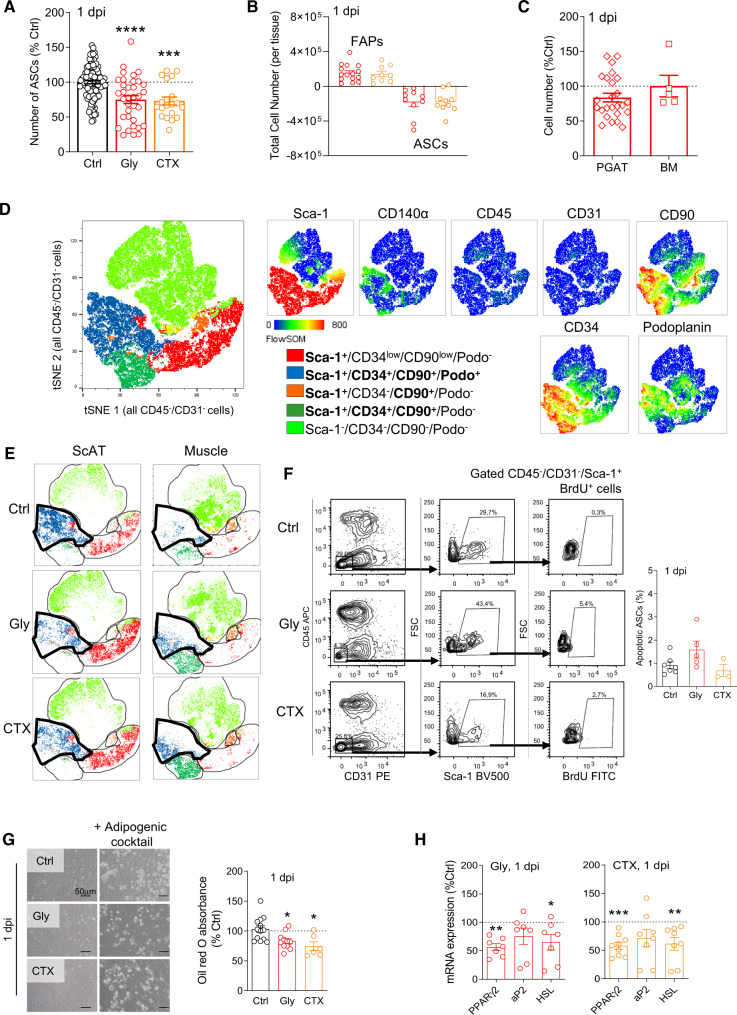
ASC content diminishes in ScAT within 24 hours after muscle injury. **A** Flow cytometry analyses of CD31, CD45, Sca-1, CD34, and podoplanin expression in ScAT-derived SVF of control and injured (Gly and CTX) animals at 1 dpi. *n* = 106 (Ctrl), 34 (Gly), and 19 (CTX) animals over 15, 15, and 9 independent experiments respectively. **B** Relative cell numbers in injured muscle and ScAT at 1 dpi. *n* = 15 (Gly) and 9 (CTX) animals for muscle and 10 (Gly) and 10 (CTX) animals for ScAT over three independent experiments. **C** ASCs and MSCs content in perigonadic adipose tissue (PGAT) and bone marrow (BM), respectively, using flow cytometry at 1 dpi in Gly-injured animals. *n* = 25 (PGAT) and 5 (BM) animals over three independent experiments. **D** ASCs and FAPs phenotypic analysis by flow cytometry. Merged tSNE plot for all control and Gly-injured CD45^−^/CD31^−^ cell among ScAT and muscle SVF-derived cells. The identity of each cluster according to the combinatory expression level of multiple markers is color-coded in the tSNE plot. Cytometry marker expression level plots are presented on the right-hand side. **E** Comparison of ScAT and muscle tSNE plot in control and injured (Gly and CTX) conditions at 1 dpi; clusters identified in **D** are black circled. **F** TUNEL staining of ScAT-derived SVF from Gly- or CTX-injured, or non-injured animals (Ctrl) at 1 dpi. *n* = 7 (Ctrl), 5 (Gly), and 3 (CTX) animals over three independent experiments. **G** Phase contrast images of adipogenic challenged ScAT-derived SVF from Ctrl, Gly, and CTX-injured animals. Cells were fixed at day 4 of differentiation and stained with oil red O. Bar scale 50 μm. *n* = 13 (Ctrl), 11 (Gly), and 9 (CTX) animals over four independent experiments. **H** mRNA expression of adipogenic genes in ScAT-derived SVF from Ctrl, Gly, and CTX-injured animals at 1 dpi. *n* = 7 (Ctrl), 7 (Gly), and 7 (CTX) animals over three independent experiments. Results are expressed as percentage of non-injured control animals with mean ± SEM; *p < 0.05, **p < 0.01,***p < 0.001 vs Ctrl.

To examine whether programmed cell death could be responsible for the drop in ASCs content in the ScAT, we measured DNA fragmentation (TUNEL) after Gly or CTX muscle damage at 1 dpi. Frequencies of TUNEL-positive ASCs were not modified in the ScAT (Fig. 3F). As for the muscle, ASCs are the only cell population in AT-derived SVF capable of adipogenic potential^19,37^. Therefore, in vitro adipogenesis of whole ScAT-derived SVF from control or injured animals was tested and compared (Fig. 3G) to functionally assess ASC content. In agreement with flow cytometry results, the drop in ASCs content was associated with a decrease in lipid accumulation and expression of adipogenic markers in ScAT-derived SVF originating from injured animals (Fig. 3H). To rule out putative effects of CTX or Gly on the metabolic status of the animals, and thus on the biology of AT, body weight and plasmatic glucose levels of the animals was monitored during 28 days following muscle injury. Neither the body weights of the animals nor their glycaemia was modified by muscle lesion (Figure S2E, F).

Collectively our data show that the early rise in FAPs content following muscle injury is associated with a decline in ASCs content and that Podoplanin may be a selective marker of this cell population.

### Muscle injury or exercise triggers ASC chemotaxis in humans and mice

Given these results, we hypothesized that the drop in ASCs in response to muscle injury resulted from their egress from the ScAT. Consequently, we investigated in vitro whether serum from injured animals could trigger ASCs chemotaxis. We collected serum from control or injured (1 dpi) animals and ASCs chemotaxis was studied and compared. We found that whatever the injury model, serum from injured animals strongly induced the chemotaxis of ASCs (Fig. 4A) supporting the hypothesis that muscle injury may trigger the egress of ASCs from ScAT via the production of blood circulating factors. We also investigated whether such a mechanism may occur in humans. To do so, we took advantage of blood samples originating from a clinical study investigating the impact of an acute bout of continuous exercise^38^ in young, active men (Table 1) as a putative source of muscle damage and/or fatigue. As we measured in mice, the chemotactic response of human-native ASCs towards the serum of each individual before and after exercise was studied. As shown in Fig. 4B, the chemotactic response of ASCs toward serum at post-exercise was increased by two- to fivefold compared with the pre-exercise condition, though heterogeneity was observed from one individual to another. We then wondered whether such a disparity could be explained by inter-individual variability to exercise-mediated stress response. Growth differentiation factor 15 (GDF-15) is induced under stress conditions, to maintain cell and tissue homeostasis^39^. Recent studies also suggested that GDF-15 is an exerkine^38^, exhibiting a possible protective role in exercise-induced muscle injury or inflammation^40–43^. Therefore, circulating blood levels of GDF-15 were measured before and after exercise to assess the exercise-induced stress response intensity of each individual (Table 2). In agreement with our hypothesis and the results obtained in mice, the chemotactic activity of ASCs is strongly correlated with GDF-15 levels akin to an index of muscle fatigue (Fig. 4C). These findings indicate that blood factors released after muscle injury/stress may trigger the mobilization of ASCs from the ScAT, in both mice and humans.

**Fig. 4:**
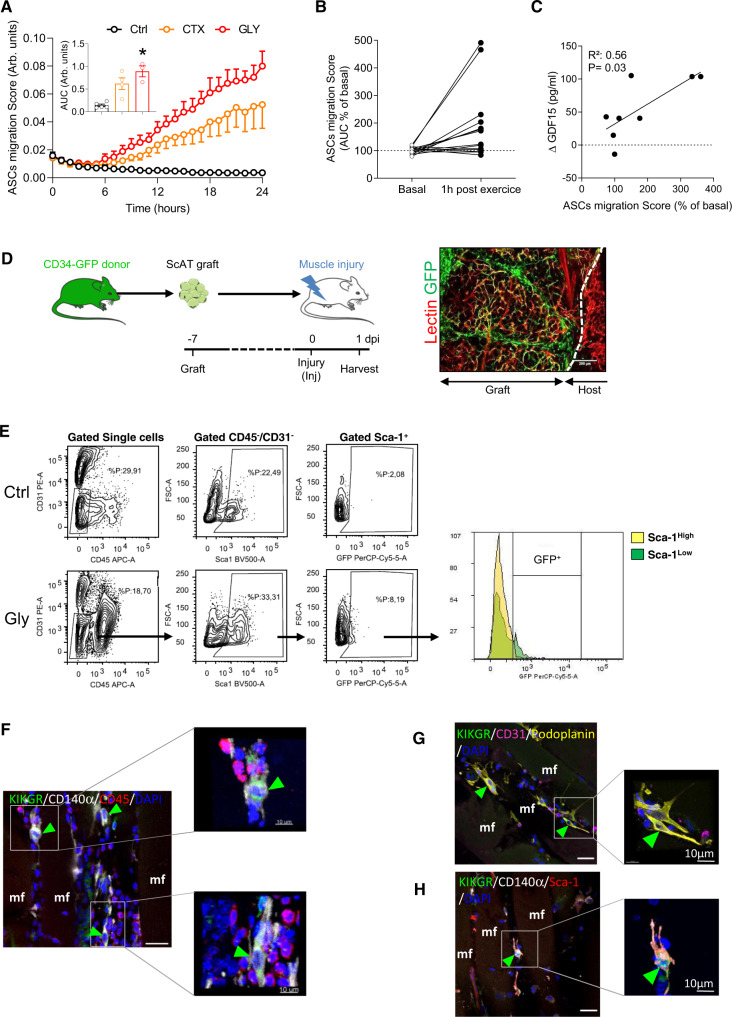
ASCs leave the ScAT and infiltrate injured muscle. **A** Time course evaluation of murine in vitro ASC chemotaxis in response to plasma isolated from Ctrl, CTX- and Gly-injured animals at 1 dpi. *n* = 5 (Ctrl), 3 (Gly) and 4 (CTX) animals over three independent experiments. **B** In vitro human ASCs (of three individuals) chemotaxis in response to serum of six individuals collected 1 hour after an acute bout of continuous exercise (60% VO_2_ max). **C** Correlation of human ASC chemotaxis with 1h-post exercise GDF-15 blood levels. *n* = 6 serums tested on 1 or 2 sets of ASC over three independent experiments. **D** Model of ScAT grafting from CD34-GFP mouse into WT C57Bl/6 mice (left panel), the figure was partly generated using Servier Medical Art, provided by Servier, licensed under a Creative Commons Attribution 3.0 unported license. Immunohistofluorescence image of the ScAT depot 7 days post-graft surgery (right panel, bar scale 200 μm). **E** Flow cytometry analysis of the SVF from Gly-injured muscle of the grafted mice (1 dpi), GFP^+^/CD45^−^/CD31^−^ are scated on an histogram for Sca-1 intensity. **F**–**H** Immunohistological analysis of Gly-injured (1 dpi) quadriceps in grafted mice with KikGR ScAT in situ (green arrowheads point KikGR^+^/CD140α^+^/CD45^−^ (**F**), KikGR^+^/ Podoplanin^+^/CD31^−^ cells (**G**) or KikGR^+^/CD140α^+^/Sca-1^+^ (**H**)). Bar scale 10 μm. Results are expressed as mean ± SEM; *p < 0.05.

**Table 1:** Anthropometry and body composition of the individuals enrolled in the clinical study

Subject ID	Age	Weight (kg)	Height (cm)	BMI (kg/m²)	% Fat Mass	Fat mass (kg)	Free fat mass (kg)
A	22	79	184	23.33	12.16	8.5	62.1
B	19	87	193	23.36	17	13.6	63.9
D	19	70	171	23.94	17.8	11.1	49.4
I	27	87.2	185	24,54	15.9	12.8	64.8
J	24	79.3	191	21.7	15.6	10.6	60.7
M	29	71.3	176	23.01	14.3	10.4	59.2

**Table 2:** GDF-15 blood levels in individuals before (pre) and after (post) an exercise on a bicycle ergometer at 60% VO2 peak for 1-hr

GDF-15 (pg/ml)			
Subject ID	Pre	Post	Δ (Post - Pre)
A	153,4	168,1	14,7
B	417,0	457,5	40,5
D	209,4	313,2	103,8
I	341,2	446,5	105,3
J	451,6	437,7	−14,0
M	263,8	329,5	65,6

Δ corresponds to the difference in GDF-15 blood level, before, and after the exercise.

### ASCs exit the ScAT and infiltrate the muscle after injury

To determine whether ASCs can leave the ScAT in response to muscle injury to further infiltrate it, we performed in vivo experiments in mice. However, due to the absence of unique specific ASC marker, no mouse model is so far available to visualize, in vivo, the trafficking of native ASCs from AT to any other tissue compartments. To overcome this obstacle, we first used Tg(Cd34- EGFP)MF6Gsat/Mmucd (referred to as CD34-GFP, an ASC surface marker) from which a piece of ScAT was grafted into the ScAT of a non-GFP recipient mouse (Fig. 4D). Fat graft revascularization, an index of viability, was verified by using retro-orbital injection of Rhodamin-lectin into grafted animals (Fig. 4D, S3A). At day 7 post-graft, muscle was damaged and the presence of GFP^+^ cells into the injured muscles was assessed at 1 dpi. CD31^−^/CD45^−^/Sca-1^+^/GFP^+^ cells were identified in injured muscles by flow cytometry (~8% of CD31^−^/CD45^−^/Sca-1^+^ cells, Fig. 4E) while by contrast no GFP cells were detected either in the muscle of a CD34-GFP ScAT grafted non-injured control animal (Fig. 4E), nor in a non-grafted mouse (Figure S3B). Recently, Giuliani et al.^44–46^ reported that Sca-1 expression defines two FAPs subsets, the Sca-1^High^ and Sca-1^low^ FAP subpopulations, and that Sca-1 level expression mirrors FAPs biological fate. Consequently, we analyzed Sca-1 level expression in muscle-infiltrated ASCs and found that GFP^+^-ASCs were mainly in the Sca-1^low^ subpopulation (Fig. 4E). To verify GFP expression specificity, FAPs from grafted injured (1 dpi) or non-injured animals were sorted and genomic GFP expression was analyzed. Genomic GFP expression was found in FAPs of injured muscles (Figure S3C), in contrast to control muscles from grafted animals (Figure S3C) or other distant organs (Figure S3D). To rule out possible mouse model effect, ScAT graft from other fluorescent transgenic mouse models the Rosa26^mT/mG^ or the *CAG::KikGR*^33^ animals^47,48^ were used (Figure S3E). Here again, we observed in mice grafted with the Rosa26^mT/mG^ that ~10% of Tomato^+^-cells among the CD45^−^/CD31^−^/Sca-1^+^ cells were found in the injured muscle, corresponding to infiltrated ASCs originating from the red fluorescent mT/mG graft pad (Figure S3F). Interestingly, the Tomato^+^-cells laid preferentially among the CD45^−^/CD31^−^/Sca-1^low^ cell subpopulation (Figure S3F, lower panel) such as observed previously in Fig. 4E. Collectively, our result demonstrates that following muscle injury, ScAT releases FAP-like cells, which specifically infiltrate the damaged muscle. Such specific post-damage cell infiltration originating from AT may largely contribute to the heterogeneity in Sca-1 expression recently described in the FAPs and which may impact the fate decision of FAPs^46^. Further analysis of their immunophenotype in vivo was performed using either CD34-GFP or KikGR AT grafted animals at 1 dpi. The infiltrated fluorescent cells were found to be Sca-1^+^/CD34^+^/Podoplanin^+^/CD140α^+^/CD31^−^/CD45^−^, corresponding to the ASCs immunophenotype (Fig. 4F–H, S3G). Altogether, these findings show that the first wave of FAP increase following muscle injury at 1 dpi largely results from ASC mobilization and infiltration into the damaged muscle.

### ASC muscle infiltration involves platelets

Our current understanding of in vivo trafficking of native ASCs/MSCs is still very incomplete^49^ and mostly derives from in vitro experiments. However, some studies indicate that platelets control MSC trafficking and/or recruitment to sites of injury^50–53^. We found that the mobilizable ASC cell subset was podoplanin^+^ and observed an upregulation of podoplanin expression at the cell surface of ASCs from injured animals measured by flow cytometry (Fig. 5A). Podoplanin is an endogenous ligand for C-type lectin-like receptor 2 (CLEC-2) which is an essential platelet-activating receptor. Consequently, we next assessed whether ASC and platelet interaction are necessary for the recruitment of ASCs to the injured muscle. We used an in vitro assay whereby platelets, isolated from control or injured animals (1 dpi) were fluorescently labeled and co-incubated with ASCs (isolated from ScAT). The adhesion of platelets to ASCs was evaluated and compared. The results show that platelets originating from injured animals adhered more to ASCs in vitro (Fig. 5B, C), a physical interaction that was completely abolished when an antibody directed against podoplanin was added (Fig. 5B, C). Given our results showing that both ASC mobilization and infiltration account for the first wave of FAP rise in injured muscle and that platelets originating from injured animals interact more with ASCs, we next investigated the consequences of platelet depletion in vivo on FAP augmentation following muscle injury. Muscle damage was induced as described earlier and either platelet depletion or podoplanin inhibition was performed 1 h later (Fig. 5D, E). FAP content was then quantified by flow cytometry at 1 dpi. Both platelet depletion and podoplanin inhibition diminished the increase of FAPs in the muscle by more than twofold at 1 dpi (Fig. 5F, G) suggesting that the infiltration of ASCs into the injured muscle involves platelets.

**Fig. 5:**
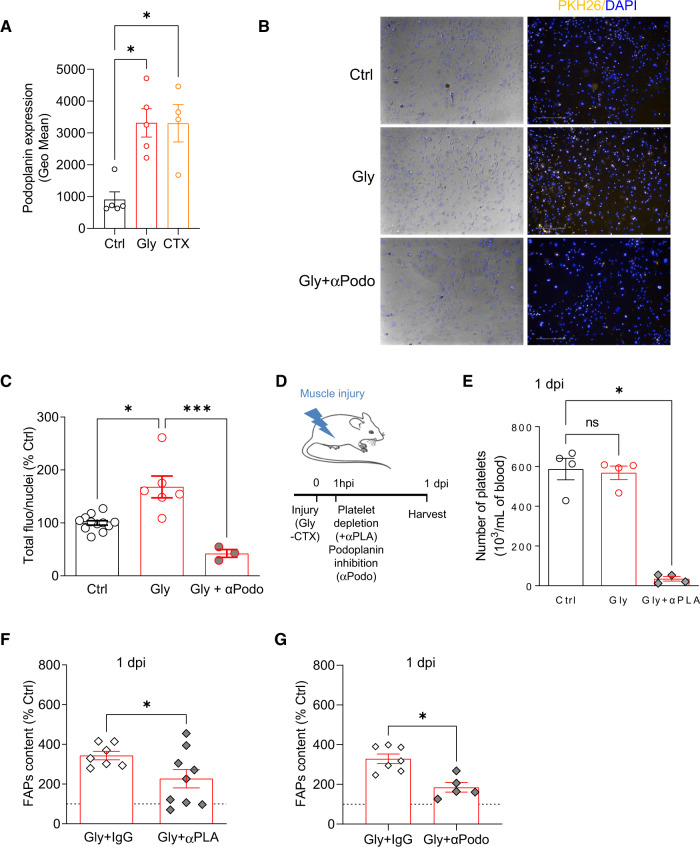
The interaction of blood platelets with ASCs determines their infiltration into the damaged muscle. **A** Cell surface podoplanin expression of ScAT-derived ASCs of injured (Gly and CTX) or control animals by flow cytometry at 1 dpi. *n* = 5 (Ctrl), 5 (Gly), and 4 (CTX) animals over three independent experiments. **B** Representative phase contrast and fluorescent images of PKH26-stained platelets (yellow) co-incubated with ScAT-ASCs in the presence or not of blocking podoplanin antibody, bar scale 200 μm. **C** Quantification of PKH26-stained platelets with ASCs. *n* = 12 (Ctrl), 6 (Gly), and 3 (Gly + αPodo) animals over three independent experiments. **D** Model of platelet depletion, the figure was partly generated using Servier Medical Art, provided by Servier, licensed under a Creative Commons Attribution 3.0 unported license. **E** Platelet numeration 1 day post platelet depletion. *n* = 4 (Ctrl), 4 (Gly), and 4 (CTX) animals over two independent experiments. **F** FAPs content by flow cytometry in injured muscle from control (+IgG) or platelet-depleted animals (+αPLA). *n* = 7 (Gly+IgG) and 9 (Gly + αPLA) animals over two independent experiments. **G** FAPs content by flow cytometry in injured muscle from control (+IgG) or antipodoplanin treated animals (+αPodo). *n* = 7 (Gly+IgG) and 5 (Gly + αPodo) animals over three independent experiments. Results are expressed as percentage of non-injured control animals with mean ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001.

### ASC muscle infiltration is needed for effective regeneration

We next studied the impact of FAPs rise disruption on the muscle regeneration process. To do so, we further exploited the muscle injury model with platelet depletion until 14 dpi (Fig. 6A). Platelets depletion was maximal at 1 dpi, during the time of ASCs infiltration, before going back to basal in the later days, avoiding side effects due to long-term imbalance (Fig. 6B). The expression of genes involved in the molecular program of muscle regeneration was studied following muscle injury until 14 dpi. Even though the expression patterns of early genetic markers of the muscle regeneration program (*pax7*, *myf5*, *mrf4*) were not modified (Fig. 6C, S4), the expression of late myogenic markers (*myod*, *myog*, *myHC-emb*) were clearly modified in platelet-depleted animals compared with controls (Fig. 6C). To reinforce these results, we quantified both the number of newly synthesized centrally nucleated fibers and the fiber diameters, as markers of the regenerative process and found that the proportion of centrally nucleated fibers at 7 dpi as well as the cross-sectional area distribution of regenerating fibers at 14 dpi were dramatically diminished in platelet-depleted animals (Fig. 6D–F). In accordance with our hypothesis, the intramuscular injection of ASCs rescued the tested parameters (Fig. 6D–F). Beyond the formation of new myofibers, muscle regeneration also requires connective tissue restoration, via the secretion and organization of newly synthetized extracellular matrix^54^. We thus investigated the gene expression time course involved in this process up to 14 dpi (Gly) with initial platelet depletion. All the four markers studied (*tgfb1, col3a1, col1a1, and -sma*) followed a dynamic expression profile upon glycerol injury that was disturbed upon platelet depletion. With ASCs injection such dynamic was partially restored though in a variable way from gene to gene (Fig. 6G). On the other hand, excessive and persistent intramuscular connective tissue deposition (IMCT) is a hallmark of fibrosis^55,56^. Knowing that the CTX injury model is described to be more pro-fibrotic compared to the Gly one, we investigated the consequence of platelet depletion in this context^57^. At 14 dpi, CTX injury causes a significant IMCT deposition that is worsened upon platelet depletion (Fig. 6H). Conversely, ASCs intramuscular injection improved IMCT levels, possibly indicating a pro-regenerative role following muscle injury (Fig. 6H).

**Fig. 6:**
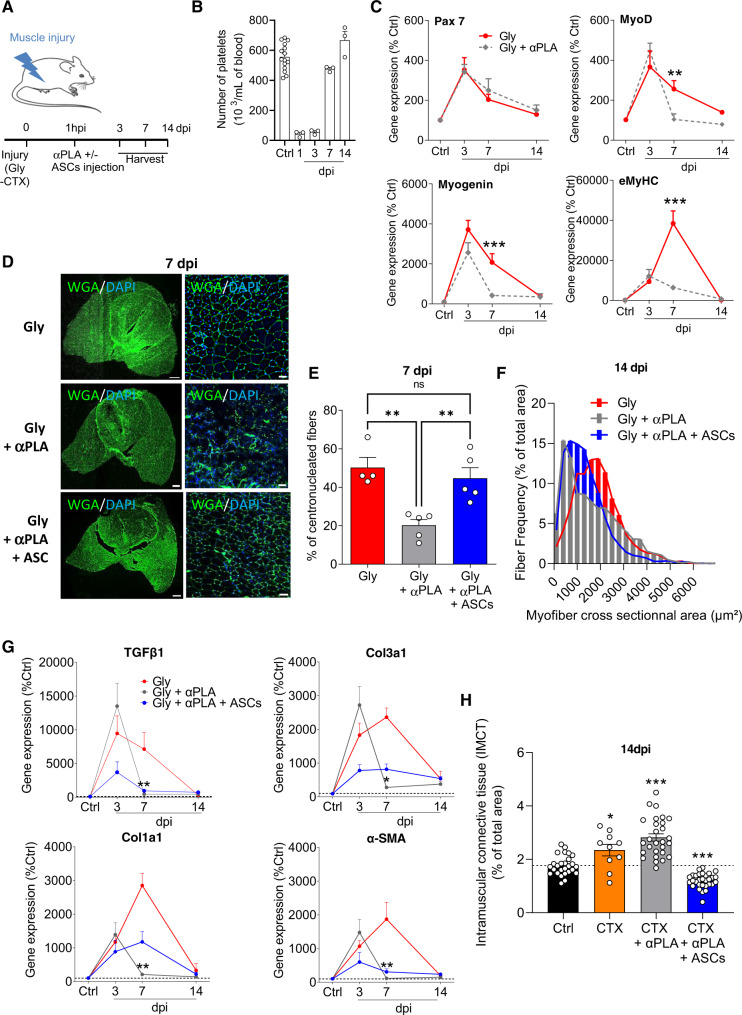
The interaction of blood platelets with ASCs is crucial for effective muscle regeneration. **A** Model of platelet depletion and ASCs injection. The figure was partly generated using Servier Medical Art, provided by Servier, licensed under a Creative Commons Attribution 3.0 unported license. **B** Platelet numeration time course in control and Gly-injured animals from 1 to 14 dpi. *n* = 15 (Ctrl) and three animals for each other time point over two independent experiments. **C** Time course of mRNA expression of myogenic genes in quadriceps muscle from control and Gly-injured animals with and without platelet depletion. *n* = 12–16 (Ctrl) and 5–8 at 3 dpi, 6–8 at 7 dpi, and 6–9 at 14 dpi animals over four independent experiments. **D** Immunohistological confocal images of quadriceps muscles at 7 dpi (Gly +/− platelet depletion). Bar scales 500 (left) and 50 (right) μm. **E** Immunohistological-based quantification of regenerative (WGA centronucleated fibers) muscle fibers at 7 dpi. n = 5 (Gly), 5 (Gly + αPLA) and 4 (Gly + αPLA + ASCs) animals over four independent experiments. **F** Size distribution of regenerating muscle fibers in Gly-injured (red), platelet-depleted (gray), and ASCs supplemented (green) animals at 14 dpi. *n* = 4 (Gly), 6 (Gly + αPLA), and 5 (Gly + αPLA + ASCs) animals over four independent experiments. **G** Time course of mRNA expression of intramuscular connective tissue (IMCT) genes in quadriceps muscle from control and Gly-injured animals with and without platelet depletion. *n* = 5 (Ctrl) and, 5–7 at 3 dpi, 3–4 at 7 dpi, 4 at 14 dpi animals over three independent experiments. **H** Immunohistological-based quantification of IMCT deposition in quadriceps muscle from control and CTX-injured animals with and without platelet depletion at 14 dpi. *n* = 27 (Ctrl), 10 (CTX), 28 (CTX + αPLA), and 30 (CTX + αPLA + ASCs) pictures of 4, 3, 4, and 4 animals in each group, respectively, over three independent experiments. Results are expressed as a percentage of control animals with mean ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001.

### ASCs’ tissue origin determines muscle regeneration outcome

To further evaluate the impact of ASC infiltration on the muscle regeneration process, ScAT from both sides of the animal were removed to eliminate the injury-responsive reservoir of ASCs (Fig. 7A). We first verified the impact of bilateral lipectomy on both morphometric and metabolic parameters. Body weight and total fat mass were not significantly modified (Figure S5A, B). PGAT, the other main adipose depot, did not overgrow to compensate the removal of ScAT (Figure S5C). Food intake was only affected the first days after the surgery but normalized on later time points (Figure S5D). Finally, blood glucose was checked and did not show significant changes after the bilateral lipectomy (Figure S5E). Muscle injury was then performed as described earlier. It did not affect the weight of the remaining PGAT and the injured muscle (Figure S5F, G). The expression of genes involved in the molecular program of muscle regeneration was then examined. As for platelet-depleted animals, the expression pattern of *pax7* was not modified (Fig. 7B) while the one of both late myogenic markers *myog*, and *myhc-emb*, was clearly affected (Fig. 7B). Accordingly, the number of newly synthesized centrally nucleated fibers, was diminished in ScAT-depleted animals (Fig. 7C, D). To our surprise, in ScAT-depleted animals, the early rise in FAPs content still occurred, in contrast to our prediction (Fig. 7E). Unlike the control animals, we found that the ASCs content of PGAT was diminished at 1 dpi when ScAT was removed (Fig. 7F). Consequently, these data suggest that in the absence of ScAT, PGAT depot takes over in terms of infiltration of FAP-like cells, yet without an efficient muscle regeneration outcome. This suggests that according to their fat depot source, ASCs may not exhibit similar regenerative potential. We thus compared the impact of ScAT- or PGAT- ASCs on muscle regeneration outcome in the context of ScAT reservoir removal. In ScAT-depleted animals the injection of ScAT-derived ASCs entirely rescued the level of centronucleated fibers while the ones from PGAT did not (Fig. 7G, H). Finally, we wondered whether ScAT-derived ASCs harbor a specific pro-regenerative profile that promotes better muscle regeneration. Functional analysis by gene ontology (GO) revealed specific gene expression profiles in ScAT-ASCs when compared to PGAT-ASCs. Indeed, there was an enrichment in ScAT-ASCs in the biological functions related to coordination of inflammation, stem cell proliferation and fate, and myoblast fusion (Fig. 7I, Supplementary data 1), all together being essential pathways to allow muscle regeneration in response to acute injury.

**Fig. 7:**
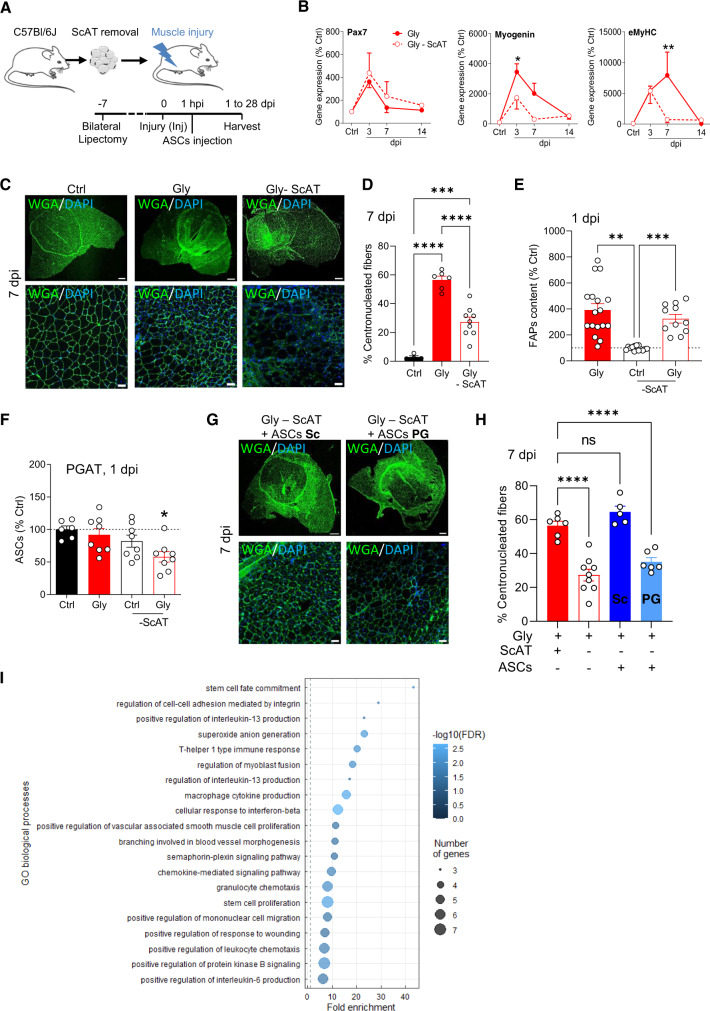
The origin of the ASCs reservoir determines muscle regeneration outcome. **A** Model of bilateral lipectomy and ASC injection. The figure was partly generated using Servier Medical Art, provided by Servier, licensed under a Creative Commons Attribution 3.0 unported license. **B** Time course of mRNA expression of myogenic genes in quadriceps muscle from control and Gly-injured animals with and without lipectomy. *n* = 4 (Ctrl) and 3–4 at 3 dpi, 3–4 at 7 dpi, 3–4 at 14 dpi animals over three independent experiments. **C** Immunohistological confocal images of quadriceps muscles at 7 dpi (Gly +/− platelet depletion). Bar scales 500 (top) and 50 (bottom) μm. **D** Immunohistological-based quantification of regenerative (WGA centronucleated fibers) muscle fibers at 7 dpi.n = 4 (Ctrl), 6 (Gly), and 9 (Gly-ScAT) animals over three independent experiments. **E** FAP number quantification in Gly-injured or control muscle with or without ScAT lipectomy. *n* = 17 (Gly), 13 (Ctrl-ScAT), and 11 (Gly-ScAT) animals over five independent experiments. **F** ASC number quantification in Gly-injured or control PGAT with or without ScAT lipectomy. *n* = 6 (Ctrl), 8 (Gly), 8 (Ctrl-ScAT), and 8 (Gly-ScAT) animals over four independent experiments. **G** Immunohistological confocal images of quadriceps Gly-injured and control muscles at 7 dpi with or without lipectomy. Bar scales 500 (top) and 50 (bottom) μm. **H** Immunohistological-based quantification of regenerative (WGA centronucleated fibers) muscle fibers at 7 dpi. *n* = 6 (Gly), 9 (Gly-ScAT), 6 (Gly-ScAT+ASC(ScAT)), and 5 (Gly-ScAT+ASC(PGAT)) animals over five independent experiments. **I** Go term analysis between ScAT and PGAT-derived ASCs. Results are expressed as percentage of control animals with mean ± SEM; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs Ctrl.

## Discussion

The regenerative capacity of skeletal muscle mostly relies on satellite cells (SCs), which proliferate in response to exercise or following myotrauma, to repair the injured muscle^3,58^. However, in the past decade many other cell types have been shown to contribute to this process in order to maintain skeletal muscle integrity and functions^59,60^.

Among those diverse and heterogeneous cell types, resident mesenchymal progenitors named FAPs have emerged as key players in skeletal muscle regeneration and disease by providing functional support to SCs to perform efficient muscle regeneration^7,61,62^. Upon muscle injury, FAPs become activated and expand rapidly^4,5^. Indeed, the number of FAPs peaks 96 h post-muscle damage^9^ together with their proliferative activity^4^. Surprisingly, before FAPs proliferation is fully activated^4,5,8,63^, FAPs number dramatically increases within the 24 h following muscle injury and the origin of such rise has never been addressed in the literature so far^8,9,15,64^. Furthermore, various recent studies addressed the question of muscle resident cell heterogeneity in homeostasis and regenerative conditions using single-cell analysis^15,17,60,65^. In that context, Malecova et al^15^ identified the appearance of a subpopulation of Tie2^low^FAPs within the 24 h following muscle injury in a mouse model, which they considered a reflection of the cell state of FAPs during muscle regeneration^15^.

The results presented here provide a mechanism that may explain both the rapid FAPs number increase observed 24 h after muscle injury without proliferation and FAPs heterogeneity. We show that in response to acute muscle injury ASCs egress ScAT and infiltrate the damaged muscle, a mechanism necessary for efficient muscle regeneration. Moreover, we propose that a subpopulation of mesenchymal progenitors originating from ScAT participates to the pool of FAPs and could correspond to the subpopulation of “activated” FAPs reported by Oprescu et al^17^. Based on our results it seems likely that this FAP subpopulation originates from ScAT rather than being a transitory cell state of resident FAPs. Our data also suggest that such a mechanism may occur in humans in response to exercise-induced muscle fatigue. Indeed, GDF-15 has been implicated in exercise and exercise recovery and that high levels of GDF-15 may signal exercise aversion to prevent injurious behavior^66^. We show here that human ASCs migration score positively correlates with exercise-mediated GDF-15 level increase^41^, which may indicate that ASCs are mobilized when muscle signals a pre-injury state.

The mechanisms controlling the trafficking of endogenous MSCs and/or ASCs are poorly understood and our current understanding mostly derives from in vitro studies^49^. We show here that in response to muscle injury, ASCs within ScAT overexpress podoplanin, which is a ligand for the platelet receptor CLEC-2 (for C-type lectin-like receptor 2)^67^. In agreement with this result, several studies report that the majority of infused MSCs can be found within the circulation in close contact with platelets^50,51^ to facilitate their homing to inflamed tissues^30,68^. Our data show that platelets originating from muscle- injured animals adhere more in vitro to ASCs and that neutralizing the CLEC-2/podoplanin interaction completely abolished this effect, suggesting a role for platelets in ASCs trafficking in vivo. This was confirmed in platelet-depleted animals where FAPs increase was strongly inhibited in response to muscle injury. The blunting in FAPs increase, observed in platelet-depleted animals was associated with impaired muscle regeneration that was rescued by intramuscular ASC injection. The precise mechanisms by which platelets control ASC egress and/or muscle infiltration are still unclear and need to be addressed in further studies. However, platelets have been shown to maintain endothelial permeability while the trafficking of infused MSCs to inflamed sites is facilitated by increased endothelial permeability^65^. Moreover, recent studies demonstrate that podoplanin expression imparts a pro-migratory phenotype in MSCs, facilitating their migration across the vessel wall and interaction with circulating platelets^30^.

To rule out platelet-dependent effects mediated by their secretion on muscle regeneration we set up another experimental model by the removal of ASCs source, i.e., a bilateral ScAT lipectomy. Though muscle regeneration was also strongly affected in that context, FAPs first wave at 1 dpi was unexpectedly maintained. We showed that in absence of ScAT, another AT depot, the PGAT, was solicited. Thus suggesting that when the bone fide source of ASCs is missing, another reservoir takes over but fails to support muscle regeneration. Actually, when directly injected into the injured muscle, PGAT-derived ASCs were not able to rescue muscle regeneration unlike their ScAT counterpart. Further transcriptomic analysis showed that ScAT- vs PGAT- derived ASCs are intrinsically functionally different. Extensive literature reports that FAPs secrete numerous factors being responsible for immunomodulation and IMCT remodeling after damage that support muscle SC expansion, differentiation, self-renewal, and quiescence^11,61,62,69–71^. Our transcriptomic analysis of both ASC subpopulations indeed confirmed that they exhibit profound differences regarding those essential parameters for optimal muscle regeneration. It is well accepted that visceral AT and ScAT are functionally and metabolically distinct, the latter being more “protective”^72^. The present data provide a new set of evidence that ScAT exhibits another protective function during skeletal muscle regeneration. Our data reinforce the particular relationship between muscle and AT, mainly described until now by secretory crosstalk, by showing that cell exchanges between these two organs take place and impact their homeostasis^73^.

In conclusion, our work identifies an unsuspected role of ScAT in skeletal muscle regeneration. These findings introduce the concept of AT as an endogenous supplier of regenerative cells allowing skeletal muscle to regenerate efficiently. Whether such dialog is decisive in pathological contexts or during ageing where the repartition of adipose sources is dramatically affected remains to be investigated.

## Methods

### Animal experimental protocols

This work was submitted to and approved by the Regional Ethic Committee and registered to the French Ministère de la Recherche. Animals were kept under controlled light (12-hr light/dark cycles; 07h00–19h00), temperature (20 °C–22 °C), hygrometry (40% ± 20%) and fed ad libitum a chow diet (8.4% fat, Safe®A04, Safe lab).

#### Muscle injuries

8–12 weeks old male C57Bl/6 J mice (Janvier) were anesthetized with isoflurane and 80 µL of 10 µM cardiotoxin (Sigma, C9759) or 50% glycerol in saline solution (NaCl 0.9%) were injected into the right quadriceps.

#### ScAT grafting

Three transgenic fluorescent mice models were used as ScAT donors: the Tg(Cd34-EGFP)MF6Gsat/Mmcd (MMRRC), the Rosa26^mT/mG^ and the *CAG::KikGR* animals respectively referred as CD34-GFP, mT/mG, and KikGR mice. Non fluorescent C57Bl/6 J-recipient mice received graft pads (10 mg) from the above models into their ScAT while sham control mice were only skin incised. After 7 days (grafted or sham) mice were injured.

#### Platelet depletion

Mice were injected intraperitoneally with platelet depleting antibody (anti-GPIb, EMFRET, #R300) in saline solution at a concentration of 2 mg/kg. Control animals were injected with mixture of non-immune rat IgG which display no cytotoxic effects on platelets in mice (EMFRET, #C301, 2 mg/kg). Platelet depletion efficiency was verified on 20 µl of total blood of the animals (from day 0 to 14) using Micros 60 (HORIBA Medical).

#### Antipodoplanin treatment

Mice were injected intraperitoneally with InVivoMAb anti-mouse Podoplanin (BioCell, #BE0236, 100 μg per mouse) in saline solution. Control animals were injected with inVivoMAb polyclonal Syrian hamster IgG (BioCell, #BE0087, 100 μg per mouse).

#### Bilateral lipectomy

Mice were anesthetized with isoflurane and a skin incision was performed above ScAT lymph node. ScAT was removed using forceps to disrupt conjunctive tissue adherences, and blood vessels located at the extremities were cauterized. Wound was sutured, and animals were monitored daily for 5–7 days. Muscle injured results were compared to non-injured animals, and lipectomy results were compared to sham (skin incision only) animals.

#### ASC muscle injection

For rescue experiments in both platelet-depleted and lipectomied animals, 250,000 to 300,000 freshly isolated ASCs (Sc or PG) were injected (G25 needle, 1 mL syringe in NaCl 0.9%, maximal volume of 80 µl) in anesthetized animals 1 hour after muscle injury.

#### Tissue collection

Blood was collected in anesthetized animals in the inferior cava vein with G25 needle and 1 mL syringe coated with PBS/Heparin (20 U/mL), and then dislocation was performed. Quadriceps muscle, subcutaneous (Sc) and perigonadic (PG) AT were either directly harvested for cell isolation or fresh frozen for RNAs extraction or genomic DNA (liver, heart, kidney and front limb).

### Murine AT- or muscle-SVF isolation

Freshly harvested AT or muscle were minced and SVF were obtained by enzymatic digestion.

PGAT and ScAT were digested with collagenase (NB4, Coger; 0.4 U/mL) and DNAse (1%, Roche) in αMEM (GIBCO) at 37 °C for 45 and 60 min, respectively, under constant agitation. After centrifugation (300 × *g*, 10 min, RT) and elimination of the floating mature adipocytes, the pellet containing the SVF was resuspended in erythrocyte lysis buffer (155 mmol/L NH4Cl; 5.7 mmol/L K2HPO4; 0.1 mmol/L EDTA, pH 7.3) to remove red blood cells. After filtration (34 µm sieve) and centrifugation (300 × *g*, 10 min, RT), SVF were resuspended in PBS/0.5% bovine serum albumin (BSA)/2 mM EDTA.

Quadriceps muscles were digested with collagenase B (0.5 U/mL, Roche) and dispase II (2.4 U/mL; Roche) in Hank’s Balanced Saline Solution (HBSS) + 2.5 mM Ca^2+^ for two rounds of 30 min at 37 °C under agitation separated by mechanical dissociation through G18 syringe. Reaction was stopped by adding a two volumes of αMEM + 10%NCS, then samples were filtered through 34 µm sieve and centrifuged (300 × *g*, 10 min, RT) to eliminate supernatant and to resuspend the SVF in PBS/0.5%BSA/2 mM EDTA.

Freshly harvested AT- or muscle-derived SVF were used for direct flow cytometry analysis or cell sorting if needed.

### Cell sorting

#### ASC or FAP isolation

ASC sorting: ScAT- or PGAT- derived SVF were depleted in CD45^+^ and CD31^+^ cells using anti-CD45-FITC (Miltenyi, 130-116-535) and anti-CD31-FITC antibodies (Miltenyi, 130-123-675) followed by anti-FITC magnetic microbeads (Miltenyi, 130-048-701) using an autoMACS® Pro Separator (MACS Cell Separation, Miltenyi Biotec SAS) according to the manufacturer’s instructions. CD45^−^/CD31^−^ cells were then positively sorted for Sca-1 with anti-Sca-1 magnetic microbeads (Miltenyi, 130-106-641). Isolated ASCs were used for RNAseq experiments, for muscle injection in platelet-depleted or lipectomied animals (see methods), or for in vitro platelet/ASCs interaction challenges (see methods). FAP sorting: muscle-derived SVF were treated as above and used for RNAseq experiments, affymetrix analysis (ctrl or injured), and DNA extraction.

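Endothelial and leukocyte genes, from lists of 14 and 15 marker genes written in advance, were measured in the sorted cells and in the library of CD31+CD45+ cells. The median value of the endothelial genes was 22500 in the CD31+CD45+ library, 33.9 to 59.3 in ASCs, 242 and 184 in FAPs and 103 to 138 in injured FAPs. In percent of the CD31+CD45+ library, the median over these genes was 0.104% to 0.187% in ASCs, 1.64% and 1.16% in FAPs and 0.407% to 0.610% in injured FAPs. The median of the leukocyte genes was 847 in the CD31+CD45+ library, 1.26 to 6.59 in ASCs and 0 in both FAP libraries, where 12 of the 15 genes were listed at 0. It was 16.5 and 21.4 in injured FAP replicates 1 and 3, and 147 in replicate 2. The CD31+CD45+ library has no replicate, so these shares have no error. Of 299 genes above 1000 in that library and at least 20 times the mean of ASCs and injured FAPs, 50 were listed at 0 in both FAP libraries, so the values of FAPs are not taken as a measure of how far the sorting removed these cells.

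**Figure D5:**
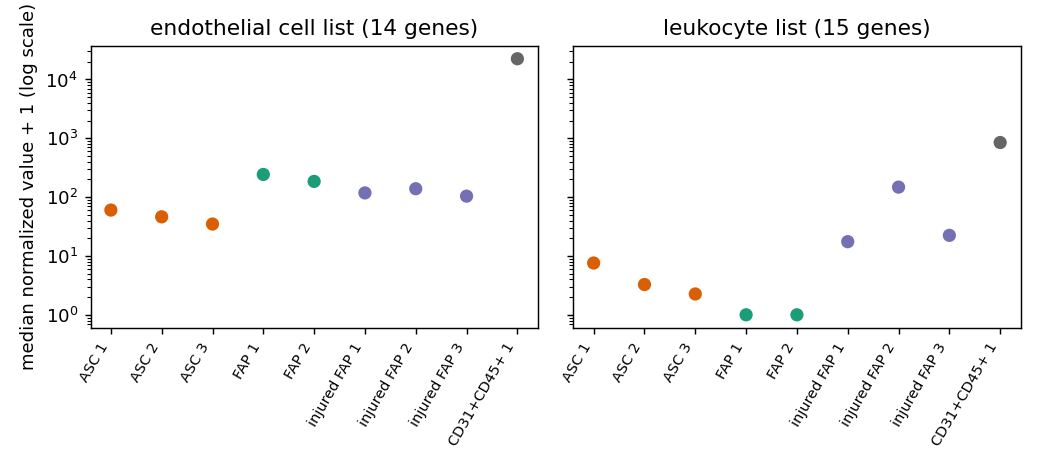
Median normalized value + 1 (y axis, log scale) of 14 endothelial genes (left) and 15 leukocyte genes (right) in each of the 9 libraries, a point per library. Injured FAP replicate 2 lies above the other injured FAP libraries on the right.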

#### Platelet isolation

For platelet isolation, total blood was collected (heparin tubes), centrifuged (5 min, 500 × *g*, RT) and the plasma-rich platelets was resuspended in Tyrode’s Buffer. Samples were centrifuged for two rounds (1900 × *g*, 8 min) and platelets were stained with PKH26 for 5 min at room temperature. After another centrifugation step (1900, 8 min, twice), platelets were resuspended in αMEM + 10% NCS (10^6^ platelets/mL). Platelets were used for in vitro platelet/ASC interaction challenges.

### Flow cytometry acquisition and data analysis

To analyze the cellular composition of freshly harvested SVF from ATs or muscles, they were incubated (25 minutes, 4 °C, dark) with Phycoerythrin (PE) CD31 (BD Biosciences #553373), CD45 (BD Biosciences #553081), Allophycocyanin (APC)-Podoplanin (Biolegend #127410) or CD140α (Biolegend #135908), Fluorescein isothiocyanate (FITC)-CD31 (BD Biosciences #553372), CD45 (BD Biosciences #553080), CD34 (BD Biosciences #553733) or Sca-1 (BD Biosciences #553335), V500- Sca-1 (BD Biosciences #561228) antibodies or the appropriate isotype controls (Rat Isotype PE IgG2a, BD Biosciences #553930; Mouse Isotype APC, Biolegend, #402012; Rat Isotype APC IgG2a, BD Biosciences, #553932; Rat Isotype FITC IgG2a, BD Biosciences, #554688; Rat Isotype BV500 IgG2a, BD Biosciences, #560786) all at dilution 1:100. After washing, the labeled cells were quantified on LSR Fortessa flow cytometer and analyzed using FACSDiva software v9.0.1 (BD Biosciences) and Flowlogic^TM^ software v7.2.1.

For the phenotypic characterization of ASCs and FAPs associated with T-Distributed Stochastic Neighbor Embedding (*tSNE*) representation, the SVFs were incubated with REA human anti-mouse antibodies (PerCP-Vio700-CD45, PE-CD31, FITC-CD34, PE-Vio770-Sca-1, APC-Vio770-CD140α, Miltenyi, respectively #130-110-801, #130-111-540, #130-117-775, #130-106-258, #130-125-991), classic rat anti-mouse VioBlue-CD90.2 (Miltenyi, #130-102-345), Viobility™ 405/520 Fixable Dye (Miltenyi, #130-130-404) and rat anti-mouse APC-Podoplanin (Biolegend #127410) and the appropriate isotype controls (Isotype PerCP-Vio700, Miltenyi, #130-113-453; Isotype PE, Miltenyi, # 130-113-450; Isotype FITC, Miltenyi, #130-113-449; Isotype PE-Vio770, Miltenyi, #130-113-452; Isotype APC-Vio770, Miltenyi, #130-113-447; Rat Isotype VioBlue IgG2b, Miltenyi, #130-102-661) all at dilution 1:100. The cells were quantified on LSR Fortessa flow cytometer and analyzed using Flowjo^TM^ software v10.6, using the tSNE tool.

### Proliferation and cell death tests

Proliferation in vivo was assessed with the Click Plus EdU 488 Flow Kit (Life Technologies) following the manufacturer’s instructions. Briefly, animals were injected IP with Edu (40 mg/g) just after the muscle injury, (i.e., 24 hr before sacrifice, such as described by Lemos et al^9^). Isolated muscle SVF-derived cells were fixed and permeabilized and further incubated for 30 min with a Click It reaction cocktail to reveal Edu staining with Alexa Fluor 488 in proliferative cells.

For apoptose/necrose evaluation, In Situ Cell Death Detection Kit (ROCHE) was used following manufacturers’ instructions. Shortly, isolated SVF-derived cells were fixed and permeabilized before the TUNEL staining (labeling solution + enzyme) for 1 hour at 37 °C. Stained cells were quantified by flow cytometry on LSR Fortessa (BD Biosciences) and analyzed using FACSDiva v9.0.1 (BD Biosciences) and Flowlogic^TM^ softwares v7.2.1.

### Clonogenic assay

SVF cells from AT or muscle were plated at 400 cells/cm² in 5 mL flasks with αMEM + 10%NCS + 1% ASP at 37 °C with 5% CO_2_. Medium was totally removed after 24 hours, and then partially changed every 2 days for 11 days. Staining of the CFU-F was performed with RAL stainer MCDh Kit (RAL Diagnostics) following manufacturer’s instructions.

### Adipogenesis assay

SVF cells from AT or muscle were plated at a density of 60 000 cells/cm² in αMEM + 10% NCS at 37 °C with 5% CO2. After 24 hours, medium was removed to eliminate the non-adherent cells, and replaced by adipogenic medium (αMEM, 2% NCS, Dexamethazone 33 nM, Insulin 5 mg/mL, Rosiglitazone 1 µM, T3 10 µM, Transferrin 10 µg/mL). After 4 days of incubation, medium was removed and cells were either fixed for further red oil staining or frozen at −20 °C for RNAs extraction.

### Cell migration assay

ASCs migration assay was performed using the IncuCyte® S3 Live-Cell Analysis System (v20192.3.7219.27517-1, 2019B Rev2 GUI, Essenbioscience). ASCs were isolated from mice ScAT or human samples as described above and were plated at a density of 2000 cell per well in a 96-well plate including a reservoir and an optically clear membrane insert assembly with laser-etched 8 µm pore. For mice migration assay, the reservoirs were loaded with 200 µl of plasma (50%) obtained from animals injured or not. For human migration assay, the reservoirs were loaded with 200 µl of human serum at 25% from healthy volunteers before or 1 hour after exercise. Cell migration across the pores was automatically quantified for over 30 h or 40 h for human and mouse ASCs respectively. Migration was analyzed via the Incucyte S3 software (Essenbioscience) and area under curves were calculated and compared using GraphPad Prism software v9 (GraphPad Software).

### Platelet/ASCs interaction assay

Freshly isolated ASCs were plated (80,000 cells/cm2) in αMEM + 10% NCS with 5% CO2. At ASCs confluence, 100.000 freshly harvested platelets stained with PKH26 (see above) and originating from ctrl or injured animals were added to ASCs for 1 hour (37 °C, 5%CO2). Then, medium was removed, cells were rinsed with phosphate-buffered saline (PBS) and fixed with 3,7% PFA. Nuclei were stained with DAPI. Acquisition and analysis of data were performed with Operetta® system type HH12 (Perkin Elmer). In order to evaluate the role of podoplanin on this cell interaction, anti-Podoplanin blocking antibody (Abcam, ab11936, 10 µg/mL) was added to the culture medium on ASCs before platelet addition.

### Immunohistochemistry

#### FAP/ASC immunohistology

Paraformaldehyde (PFA) (4%) fixed muscles and ScAT were embedded in agarose 2 to 3% for 1 hour and sliced with Vibroslicer® 5100 mz (Campden instruments) (300 µm thick). Samples were permeabilized with Triton X100 (0,2% in PBS) before non-specific antigen saturation with BSA 3% and Goat serum in PBS. Tissue sections were incubated with Goat anti-mouse CD140α (R&D AF1063, 1:100), rabbit anti-mouse CD45 (orb 10328 or sc-53665, 1:100), rat anti-mouse CD31 (BD 550274, 1:100), rat anti-mouse Sca-1 (BD 557403, 1:250), hamster anti-mouse podoplanin (Abcam 11936, 1:250), anti- GFP primary antibodies (Abcam ab1218 1:200) for 24 hours at 4 °C under constant agitation. Several washing with PBS were performed, and then sections were incubated with secondary antibodies (Donkey anti-goat 488/647, donkey anti-rabbit 594, goat anti-rabbit 647, donkey anti-rat 594, chicken anti-rat 647, goat anti-hamster 488/568, all from Invitrogen by Thermofisher Scientific, respective references A11058, A21447, A21207, A21245, A21209, A21472, A21110, A21112 and used at a dilution of at 1:250) for 8 hours at RT. After several washes, nucleus were stained with DAPI, and images were obtained using ZEISS LSM780 Confocal microscope (Zen Blue v2.3-2) and analyzed with Zen Blue v2.3-2, Fiji v2.1.0-1 and IMARIS® v 8 and 9.9.1 (Bitplane) software.

#### Regeneration evaluation

Mouse muscle samples were cryopreserved in OCT frozen in liquid nitrogen-cooled isopentane. Samples were then sectioned at 10 μm on a cryostat and post fixed with 4% PFA for 10 min at RT. After antigen retrieval step, slides were incubated with PBS containing Triton 0.5% (10 min, RT) and further permeabilized (TBS, glycine 100 mM, 0.1% Triton X100, 10 min, RT). They were blocked with 2% BSA (1 h, RT), TBS rinced, and stained overnight with WGA (Thermofisher, W11261, 1:500) (4 °C, moist chamber). After washing with TBS, sections were soaked for 10 min in DAPI solution and washed once with TBST and TBS before mounting with antifading mounting medium. Images were obtained with ZEISS LSM780 Confocal microscope and analyzed with, Fiji v2.1.0-1 and IMARIS® v8 and v9.9.1 (Bitplane) software. The size and distribution of myofibers with central nuclei was calculated from WGA–DAPI staining on all fibers of the section and area determination were performed across the entire sections using an automated image processing algorithm (Fiji v2.1.0-1).

#### IMCT quantification

Mouse muscles samples were carefully dissected at 14 dpi and fixed 24 h in PFA (4%). Muscles were then embedded in agarose 3% for 1 hour and sliced longitudinaly with Vibroslicer® 5100 mz (Campden instruments) (300 µm thick). Second Harmonic generation (SHG) of collagen fibers imaging was performed on muscle sections with a laser scanning microscope (LSM880; Carl Zeiss GmbH, Jena, Germany) combined with a pulsing titanium sapphire laser (Coherent, vissionII). xyz stacks images were acquired with a ×2.5 objective (N.A0.12, Carl Zeiss, GmbH) with mosaic tile mode to acquire the entire muscle section. The SHG signal of collagen fibers, and auto-fluorescence signals were detected at 830 nm excitation wavelength and respectively detected in a range of 408–420 and 446–695 nm. Muscle IMCT deposition was scored by determining the relative area of pixels exhibiting a significant SHG signal of the entire muscle section with a semi-segmentation process using the Fiji distribution (http://pacific.mpi-cbg.de/wiki/index.php/Fiji) of ImageJ (ImageJ-win64, Fiji v 2.1.0-1). 5–9 muscle sections were analyzed per animal in order to recapitulate the IMCT deposition of the entire quadriceps muscle.

### RNAs and genomic DNA extraction, and RT-qPCR

Extraction was performed on frozen cells or whole tissues using RNA Extractions Mini kit (QiaGEN) following manufacturer’s instructions. Briefly, samples were unfrozen in RLT and lysed with tissue lyser® (QIAGEN). Samples were passed through columns with washing steps to purify RNAs. Elution was performed with RNAse free water, and RNAs concentration was evaluated with Nanodrop® 2000c (Thermo Scientific).

Genomic DNA was obtained with QiaAmp DNA Mini Kit (QiaGEN) following manufacturer’s instructions. Cells were lysed and passed through column to bind DNA, and after two washing steps genomic material was eluted in Elution Buffer. Genomic DNA concentration was measured using n Nanodrop® 2000c; and then stored at −20 °C.

For qPCR, RNAs were reverse transcripted using High capacity reverse transcriptase (Invitrogen) and diluted at 50 ng/µL in RNAse-free water. Then, qPCR was performed using Fast SYBR® Green Mix (Applied Biosystems) on 96/384 wells plate, results were acquired with StepOne v2.3-3 and Viia7 devices (Life Technologies) and data were analyzed with Real-Time qPCR Studio (Life Technologies) using the 2−ΔΔCt method compared to Ctrl condition. All primer sequences are provided in a separate excel file called Supplementary Data 2.

### RNAseq

Total RNA was extracted using Zymo microprep kit (Ozyme) according to the manufacturer’s instructions. RNAseq (paired-end, 125 bp) was carried out by BGI Genomic Services using triplicates for each condition. Raw data were processed as follows. Sequencing reads were first filtered, using fastq_illumina_filter v 0.1, and quality control of filtered reads was performed using FastQC v 0.11.9. Filtered reads were then aligned onto the mm10 mouse genome using HISAT2 v 2.2.1 and counts per gene were quantified using featureCounts from Subread package v 2.0.1 on the mm10 transcripts annotation obtained from UCSC genome browser. Differential expression and statistical analyses were performed using DESeq2 v 1.34.0. To compare gene expressions, we used the following cutoffs: LOG2FC > 0.58 and *p* value <0.05. To generate heatmap, we selected the 3000 most variable genes using idep version 0.96. RNAseq data have been deposited under the accession number GSE214883.

### Single-cell RNAseq analysis

Data from Oprescu et al.^17^ and Malecova et al.^15^ were obtained and analyzed using Seurat package v 4.1.1.

### Human clinical study

Young active men (age 23.3 ± 1.7 years; BMI 23.3 ± 0.4 kg m^−2^; VO_2_ max 47.5 ± 1.6 ml kg^−1^ min^−1^) were recruited to take part in this study. The protocol was approved by the Dublin City University Ethics Committee and conducted in accordance with the criteria set by the Declaration of Helsinki; all subjects gave written informed consent. Participants were instructed to refrain from exercise and to replicate food intake the day before each trial. In the morning, following an overnight fast, participants lay on a bed for 1-hr after arriving at the lab. A blood sample was taken and they then exercised on a bicycle ergometer at 60% VO_2_ peak for 1-hr. VO2 peak was determined on a cycle ergometer starting at 70 watts and increasing in 30-watt increments every 3 minutes until exhaustion. A blood sample was taken at the end of the exercise. The intensity was determined using the results of an incremental exercise test to exhaustion. GDF-15 protein levels in blood samples were determined by ELISA (R&D Systems).

### Human AT samples

AT was obtained from patients who provided prior written informed consent according to the ethics committees of Toulouse Hospitals. AT was harvested during plastic surgery (abdominoplasty) from three adult patients (female, age 47.6 ± 3.7 years, BMI 26.7 ± 0.9 kg m^−2^) at Rangueil Hospital (part of CHU of Toulouse).

### Human AT-SVF isolation

Human AT was digested for 45 minutes in α-MEM (GIBCO) containing collagenase (NB4, Coger, 0.4 IU/mL), Dispase II (Roche, 1.6 UI/mL, Basel), in a water-shaking bath at 37 °C. After digestion, an equal volume of α-MEM was added to stop enzymatic digestion. The cells were passed through a 100-μm filter (Steriflip, Millipore, Billerica, MA) and then centrifuged. The pellet was resuspended in α-MEM containing 2% PLP and the total number of cells in the SVF was counted.

### Statistical analysis

Data are expressed as the mean ± s.e.m. Statistical analyses were performed using Student’s *t* test (two-sided paired or unpaired) or one-way ANOVA followed by the post hoc Dunnett’s and Tukey’s test with GraphPad Prism software v9 (GraphPad Software). *P* values less than *p < 0.05; **p < 0.01 and ***p < 0.001 were statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Data underlying Fig. 2A–E, H; 3A–C, F–H; 4A–C; 5A, C, E–G; 6B, C, E–H; 7B, C E–H, I are provided as Source Data files. The remaining data and Supplementary Figures are available within the article or from the authors upon reasonable request. Data from the human cohort of exercised patients in this study are not publicly available but can be requested as above. The RNAseq data of primary ASCs and FAPs generated in this study have been deposited in the NCBI’s GEO under accession code GSE214883. The single-cell RNAseq data from Oprescu et al.^17^ and Malecova et al.^15^ reanalyzed to generate Fig. 1E are accessible under accession codes GSE138826 and GSE100474, respectively. Confocal and Two-photon imaging datasets, which are several gigabytes, will be promptly made available upon request but are not immediately available for download due to file size. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Adipose tissue is a source of regenerative cells that augment the repair of skeletal muscle after injury
**Source:** Nat Commun. 2023 Jan 5;14:80. doi: 10.1038/s41467-022-35524-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of the GO-biological process enriched in ScAT-ASCs compared to PGAT-ASCs.

File Name : Supplementary Data 2

Description : Sequences of the primers used in the study.

# Supplementary material for: Adipose tissue is a source of regenerative cells that augment the repair of skeletal muscle after injury
**Source:** Nat Commun. 2023 Jan 5;14:80. doi: 10.1038/s41467-022-35524-7
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

- FACSDiva version 9.0.1 (CST Version 3.5, PLA Version 2.0): flow cytometry acquisition software
- Zen Blue version 2.3-2: Imaging acquisition software.
- Zen Black version 2.3SP1: Imaging acquisition software.
- StepOne version 2.3-3: collect data of real-time quantitative PCR
- Viia7 version: collect data of real-time quantitative PCR
- IncuCyte 20192.3.7219.27517-1, 2019B Rev2 GUI (Essen BioScience): Flexible, real-time imaging and analysis of live-cell biology, used to quantify cell migration activity.
- Operetta CLS type HH12 – High Content Imaging System PERKIN ELMER: Wide field or confocal XYZT acquisition, multi-colour fluorescence or transmitted light, imaging acquisition of cultured cells and muscle stained slices.

#### Data analysis

- FACSDiva version 9.0.1 : flow cytometry data analysis
- FlowLogic version 8.1-2: flow cytometry data analysis
- FlowJo version 10.8: flow cytometry data analysis
- Zen Black version 2.3SP1: Imaging acquisition software
- Zen Blue version 2.3-2: Imaging analysis software
- Fiji version 2.1.0-1: Imaging analysis software
- IMARIS® version 8 and 9.9.1-2 (Bitplane): Imaging analysis software
- StepOne version 2.3-3: RTqPCR data analysis
- Seurat package version 4.1.1: Single cell RNAseq analysis
- IncuCyte 20192.3.7219.27517-1, 2019B Rev2 GUI (Essen BioScience): cell migration analysis
- GraphPad Prism version 9: Statistics and graphs
- Harmony software version 4.5 (Perkin Elmer): Automated image processing algorithm for muscle fiber size/quantification
- Desq2- bioconductor.org: ersion 1.34.0 : differential gene expression analysis
- FeatureCounts (Package Subread version 2.0.1): sequencing reads assignment

- Fastq\_illumina\_filter version 0.1: filtration of sequencing reads
- FastQC version 0.11.9 : quality control of sequencing reads
- HISAT2 version 2.2.1: alignment of sequenced reads with mouse genome
- idep version 0.96: heatmap generation

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

*The data that support the plots within this paper and other findings of this study are available from the corresponding author upon reasonable request.*

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](http://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Animal studies : No sample size calculation was performed. For phenotypic analyses, we followed guidelines from Institut Clinique de la Souris (<http://www.ics-mci.fr>), Mouse Phenome Data Base (<http://phenome.jax.org/>) and International Mouse Phenotyping Consortium (<http://www.mousephenotype.org/>).

RNAseq experiment: for each cell type (control and injured ASCs and FAPs) triplicates were made from a pool of cells isolated from 3 different animals in order to represent interindividual variability. No sample size calculation was performed but triplicate is a standard size commonly accepted for this type of experiment. Cost and number of samples per sequencing lanes were limiting factors.

Mouse In vitro experiments: No sample size calculation was performed however we knew from our previous published work that the chosen size was sufficient for the observation.

Human in vitro experiments: No sample size calculation was performed. We used all the available 6 individuals and from their tissues we performed several primary cell preparations.

### Data exclusions

Data exclusion had to be done for very few figures. When done, identified outlier values have been verified with the "Outlier calculator" tool from GraphPad Prism v9. For example, we had to exclude some data from animals where muscle lesion was not done properly (we could check that each time thanks to the measurement of the CD45 positive cell population in flow cytometry).

### Replication

Data reported in the manuscript are from biological replicates.

Animal studies: Animals from several litters were used in each experiment to avoid litter-to-litter variation. For all experiments studying the effects of muscle injury at 1 dpi, each experiments included at least 3 animals per group, and experiments were replicated at least on 3 independent days. For experiments using anti-platelets, lipectomy and cell reinjection, due to ethical concerns we have made the experiments with 2 batch of animals, replicated twice only. All attempts were successful (unless the muscle lesion was fully effective, see data exclusion above).

Scat-Graft experiments initially performed with a CD34GFP mouse donor were replicated with others fluorescent mouse models (mT/mG and KikGR) and replicated more than 3 times, on different days.

Cell studies: In studies on murine ASCs, reproducibility of measured effects is high when replicates are performed on different wells from the same primary cell culture preparation. Results were also replicated on different primary cell culture preparation on different days. All attempts were successful. Concerning studies with human ASCs (also primary cell culture), results were replicated with several donor tested on the same serum to measure their migration activity.

### Randomization

Animal studies : Randomization of the mice allocation into experimental groups (muscle Glycerol or CTX lesion/ uninjured control).

Cell studies: No randomization was performed however 3 different operators obtained similar results. We thus considered our results reliable.

Human studies: No randomization in group comparisons, all subjects were measured before and after exercise. Randomization was not relevant here.

### Blinding

Animal studies: Experiments were not blinded. Most of the time the same operators performed muscle lesion, animal tissues dissection and primary cell preparation. It was thus impossible to perform blinding. Whenever possible we performed blinding. Thus, the nature of the groups was blinded to investigators performing muscle IHC analyses and muscle fibres size quantification.

Cell studies : Experiments were not blinded. Blinding would have required more independent operators to perform the experiment and most of the time, the operator is able to recognize the sample group due to tissue color/ cell density etc making blinding less effective anyway.

Human studies: Nature of the groups was blinded to the investigator performing cell migration assay.

For animal studies, most of the time the same operators performed muscle lesion, animal tissues dissection and primary cell preparation. It was thus impossible to perform blinding.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample          | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |
| Sampling strategy        | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                                                                                                                                                                       |
| Data collection          | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken                                                                                                                                                       |
| Data exclusions          | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                       |
| Reproducibility          | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                                                                                                                                                                                 |
| Randomization            | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                                                                                                                                                                      |
| Blinding                 | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                                                                                                                                                                           |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Antibody / Supplier / Catalogue / Clone / Lot :</p> <p>Primary Antibodies :</p> <p>Rat monoclonal against CD45 / Santa cruz biotechnology / Cat# sc-53665 / 30-F11 / A#0814</p> <p>Rabbit polyclonal against CD45/ Biorbyt / Cat#orb10328 / A0684</p> <p>Rat monoclonal against CD31 / BD biosciences / Cat# BD550274 / MEC13.3 / 09827</p> <p>Rat monoclonal against Sca1 / BD biosciences / Cat# 557403 / D7 / 3315918</p> <p>Syrian Hamster monoclonal [RTD4E10] against podoplanin, gp36 / Abcam / Cat# Ab11936 / n/a / GR3172946-3</p> <p>Goat polyclonal against CD140a / R&amp;D Systems / Cat# AF1062 / n/a / HMQ0218081</p> <p>Mouse monoclonal against GFP / Abcam / Cat# ab1218 / n/a /</p> <p>Wheat Germ Agglutinin, Alexa 488 / Invitrogen / Cat#W11261 / 2411584</p> <p>Secondary Antibodies: (all from Invitrogen by Thermofisher Scientific)</p> <p>Donkey anti-Goat Alexa 594 / Molecular probes / Cat# A 11058 / 1736986</p> <p>Donkey anti-Goat Alexa 647 / Molecular probes / Cat# A 21447/</p> <p>Goat anti-hamster Alexa 488 / Molecular probes / Cat# A21110 / 2041067</p> <p>Goat anti-hamster Alexa 568 / Molecular probes / Cat# A21112 / 1700388</p> <p>Donkey anti-mouse Alexa 488 / Molecular probes / Cat# A 21202 / 1915874</p> <p>Donkey anti-Rabbit Alexa 488 / Molecular probes / Cat# A 21206 / 2072687</p> <p>Donkey anti-Rabbit Alexa 594 / Molecular probes / Cat# A 21207 / 2266563</p> <p>Goat anti-Rabbit Alexa 647/ Molecular probes / Cat# A 21245/ 2018272</p> <p>Goat anti-rat Alexa 488 / Molecular probes / Cat# A11006 / 1825822</p> <p>Donkey anti-Rat Alexa 594 / Molecular probes / Cat# A 21209 /1807726</p> <p>Chicken anti-rat Alexa 647 / Molecular probes / Cat# A21472 / 1746276</p> <p>Antibodies for flow cytometry:</p> <p>CD31-PE /BD Biosciences / #553373 / clone MEC13-3</p> <p>CD45-PE /BD Biosciences / #553081/ clone 30F11</p> <p>Podoplanin-APC / Biolegend / #127410 / clone 8.1.1</p> <p>CD140a-APC / Biolegend / #135908 / clone APA5</p> <p>CD31-FITC /BD Biosciences / #553372 / clone MEC13-3</p> <p>CD45-FITC /BD Biosciences / #553080/ clone 30F11</p> <p>CD34-FITC /BD Biosciences / #553733 / clone RAM34</p> <p>Sca1-FITC /BD Biosciences / #553335/ clone E16-161.17</p> <p>Sca1-BV500 /BD Biosciences / #561228/ clone D7</p> <p>Rat Isotype PE IgG2a/BD Biosciences / #553930 / clone R35-95</p> <p>Mouse Isotype APC / Biolegend / #402012 / clone SHG-1</p> <p>Rat Isotype APC IgG2a /BD Biosciences / #553932/ clone R35-95</p> <p>Rat Isotype FITC IgG2a /BD Biosciences / #554688 / clone R35-95</p> |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Rat Isotype BV500 IgG2a / BD Biosciences / #560786 / R35-95  
 CD45-PerCP-Vio700 / Miltenyi / 130-110-801 / clone REA737  
 CD31-PE / Miltenyi / 130-111-540 / clone REA784  
 CD34-FITC / Miltenyi / 130-117-775 / clone REA383  
 Sca1-PE-Vio770 / Miltenyi / 130-106-258 / clone REA422  
 CD140a-APC-Vio770 / Miltenyi / 130-125-991 / clone REA637  
 CD90.2-VioBlue / Miltenyi / 130-102-345 / clone 30-H12  
 Isotype PerCP-Vio700 / Miltenyi / 130-113-453 / clone REA293  
 Isotype PE / Miltenyi / 130-113-450 / clone REA293  
 Isotype FITC / Miltenyi / 130-113-449 / clone REA293  
 Isotype PE-Vio770 / Miltenyi / 130-113-452 / clone REA293  
 Isotype APC-Vio770 / Miltenyi / 130-113-447 / clone REA293  
 Rat Isotype VioBlue IgG2b / Miltenyi / 130-102-661 / clone ES26-5E12.4

#### Antibodies for ASC/FAP sorting:

CD31-FITC / Miltenyi / 130-123-675 / clone 390  
 CD45-FITC / Miltenyi / 130-116-535 / clone 30F11  
 anti-FITC magnetic microbeads / Miltenyi / 130-048-701  
 anti-Sca-1 magnetic microbeads / Miltenyi / 130-106-641

#### Antibodies used to treat animals in vivo:

platelet depleting antibody: anti-GPIb / EMFRET / #R300  
 Control rat IgG: mixture of non-immune rat IgG which display no cytotoxic effects on platelets in mice / EMFRET / #C301  
 anti podoplanin / BioCell / #BE0236 / clone 8.1.1  
 Control polyclonal Syrian hamster IgG / BioCell / #BE0087

## Validation

- Rat monoclonal against CD31 / BD biosciences / Cat# BD550274 / MEC13.3 : validation statement on manufacturer website <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd31.550274>, "tested on cardiac muscle, staining endothelial cells on small and large blood vessels". Validated in previous publication of the lab DOI: 10.1016/j.celrep.2019.03.038.

- Rat monoclonal against CD45 / Santa cruz biotechnology / Cat# sc-53665 / 30-F11: validation on manufacturer website <https://www.scbt.com/fr/p/cd45-antibody-30-f11>, "CD45 (30-F11) is recommended for detection of CD45 of mouse origin by immunohistochemistry (including paraffin-embedded sections)(starting dilution 1:50, dilution range 1:50-1:500)", the manufacturer provides 16 publications using this Ab, including our previous work DOI: 10.1016/j.celrep.2019.03.038.

- Rat polyclonal against CD45 / Biorbyt / Cat#orb10328 / A0684: the manufacturer provides several images of IHC-P images of different mouse tissues (skin, lung, pancreas) and said that several dilutions have been tested (range 1:100-1:500).

- Rat monoclonal against Sca1 / BD biosciences / Cat# 557403 / D6 : this antibody has previously been validated in works of the laboratory, in murine muscle DOI: 10.1016/j.celrep.2019.03.038.

- Syrian Hamster monoclonal [RTD4E10] against podoplanin, gp36 / Abcam / Cat# Ab11936 / n/a : validation on manufacturer website <https://www.abcam.com/podoplanin-gp36-antibody-rtd4e10-bsa-and-azide-free-ab11936.html>. "The monoclonal antibody will detect podoplanin on the surface of mouse lymphatic endothelial cells and some epithelial cell types by immunostaining or immunohistochemistry". Ab promise guarantee covers the use of ab11936 in IHC-P tested applications. Ab has been validated in house on murine muscles.

- Goat polyclonal against CD140a / R&D Systems / Cat# AF1062 / n/a : manufacturer website provides validation on whole mouse embryo (thus including muscles) [https://www.rndsystems.com/products/mouse-pdgfr-alpha-antibody\\_af1062](https://www.rndsystems.com/products/mouse-pdgfr-alpha-antibody_af1062). Ab has been validated in house on murine muscles.

- Mouse monoclonal against GFP / Abcam / Cat# ab1218 / 9F9.F9: validation on manufacturer website <https://www.abcam.com/gfp-antibody-9f9f9-ab1218.html>. Ab promise guarantee covers the use of ab1218 in IHC tested applications. Ab is cited in 303 references including for IHC purposes. Ab has been validated in house on murine muscles.

All primary antibodies used in this article are either already used in routine and have been used in prior published works or tested on muscle tissue slices to determine optimal experimental conditions (dilution, Ab recovery etc...).

All secondary antibodies used in this article are already used in routine and have been used in prior published works of the laboratory. However, we always re-test their specificity by incubating them alone without primary Ab first.

## Eukaryotic cell lines

### Policy information about cell lines

#### Cell line source(s)

*Only primary cell cultures have been used in this article. No cell line has been used*

#### Authentication

*No cell line has been used*

#### Mycoplasma contamination

*No cell line has been used*

#### Commonly misidentified lines (See [ICLAC](#) register)

*No cell line has been used*

## Palaeontology and Archaeology

### Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.*

|                                                                                                                                                 |                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen deposition                                                                                                                             | Indicate where the specimens have been deposited to permit free access by other researchers.                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided. |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                               |
| Ethics oversight                                                                                                                                | Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <ul style="list-style-type: none"> <li>- Mus Musculus, C57BL/6J, from Janvier Laboratories, males, age 8-12 weeks of age</li> <li>- Mus Musculus, Tg(Cd34-EGFP)MF6Gsat/Mmcd referred to as CD34-GFP mice, from in house breeding, males, age 8-12 weeks of age</li> <li>- Mus Musculus, 129(Cg)-Gt(ROSA)26Sortm4(ACTB-tdTomato,-EGFP)Luo/J (referred to as mT/mG mice; (Jackson Laboratories, stock No.007676), from in house breeding, males, age 8-12 weeks of age</li> <li>- Mus Musculus, CAG::KikGR33 (referred to as KikGR mice); (Jackson Laboratories, stock No. 013753), from in house breeding, males age 8-12 weeks of age</li> </ul> |
| Wild animals            | The study did not involve wild animals                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Field-collected samples | The study did not involve samples collected from the field                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | This work was submitted to and approved by the Regional Ethic Committee CEEA-122 and registered to the French Ministère de la Recherche. DAP-APAFIS-2018020110169802                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                         |
|----------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | All the available characteristics are presented in Table 1.                                                                                                                                             |
| Recruitment                | The recruitment criteria were: male gender, young age, active status                                                                                                                                    |
| Ethics oversight           | The protocol was approved by the Dublin City University Ethics Committee and conducted in accordance with the criteria set by the Declaration of Helsinki ; all subjects gave written informed consent. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                   |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.                            |
| Study protocol              | Note where the full trial protocol can be accessed OR if not available, explain why.                              |
| Data collection             | Describe the settings and locales of data collection, noting the time periods of recruitment and data collection. |
| Outcomes                    | Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Quadriceps muscle, sub cutaneous (Sc) and perigonadic (PG) adipose tissues (AT) were harvested for cell isolation. Freshly harvested tissues were minced and stroma vascular fractions (SVF) were obtained by enzymatic digestion. PGAT and ScAT were digested with collagenase (NB4, Coger; 0,4 U/mL) and DNase (1%, Roche) in  $\alpha$ MEM (GIBCO) at 37°C for 45 and 60 min respectively under constant agitation. After centrifugation (300g, 10min, RT) and elimination of the floating adipocytes and the supernatant, the pellet containing the SVF was resuspended in erythrocyte lysis buffer (155 mmol/L NH<sub>4</sub>Cl; 5,7 mmol/L K<sub>2</sub>HPO<sub>4</sub>; 0,1 mmol/L EDTA, pH 7.3). After filtration through 34 $\mu$ m sieve and centrifugation (300g, 10min, RT), cells were resuspended in autoMACS® Running Buffer (Miltenyi Biotec). Quadriceps muscles were digested with collagenase B (0,5 U/mL, Roche) and dispase II (2,4 U/mL; Roche) in Hank's Balanced Saline Solution (HBSS)+2,5 mM Ca<sup>2+</sup> for 2 rounds of 30 min at 37°C under agitation separated by mechanical dissociation through G18 syringe. Reaction was stopped by adding a 2 volumes of  $\alpha$ MEM + 10%NCS, then samples were filtered through 34 $\mu$ m sieve and centrifuged (300g, 10 min, RT) to eliminate supernatant and to resuspend the pellets in autoMACS® Running Buffer.

Instrument

LSR Fortessa flow cytometer FACSDiva software (BD Biosciences).

Software

FACSDiva software to collect data, FACSDiva and FlowLogic and FlowJo softwares to analyze flow cytometry datas.

Cell population abundance

*Our work doesn't include data on post-sort fractions.  
For flow cytometry experiments, percentage of the gated cell population is provided on the graphs.*

Gating strategy

Cell suspension is first plotted on FSC/SSC where a P1 general gate is done for each tissue according to our lab expertise. Then P1 cells are plotted for FSC-H or W/ FSC-A to gate singlets ("single cells") and exclude multiple events. From there, each fluorochrome is plotted against SSC-A or FSC-A, on the isotypes samples to position negative/positive gates. We consider that the positive gate should not substantially include events in the isotype controls. The validity of the gate position is checked on all samples (isotypes controls and marked cells). ASCs and FAPs are CD45-/CD31-/Sca-1+. Representative plots of each animal group are presented in Figures 3F, 4E, S3F.

For fluorescent ScAT-graft experiments, gating strategy for the fluorescent marker (either GFP or Tomato) was performed thanks to non-fluorescent animals. Negative/positive gates for GFP and Tomato were positioned in non-fluorescent single cells to ensure a proper negative control. GFP and Tomato positive cells amounts were measured in injured animals as well as in grafted-non-injured and non-grafted-non-injured animals as controls. Negative controls are presented in the main figures, supplemental figures or stated in the text when appropriate. Figures 3E, S3B, S3F.

For proliferation and apoptosis studies involving flow cytometry, Edu and BrdU gating has been done according to the manufacturer kit recommendations. Positive/negative gating has been done thanks to appropriate negative control animals and isotypes. Gating strategy is presented in Figure S1D for proliferation studies and in Figure 3F for apoptosis experiment.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

*Indicate task or resting state; event-related or block design.*

Design specifications

*Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*

Behavioral performance measures

*State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

## Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

## Preprocessing

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>                                                                       |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

## Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                         |
|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested                                                          | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                                   |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | <i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>                                                                                                                  |
| Correction                                                                | <i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>                                                                                     |

## Models & analysis

|                                               |                                                                                                                                                                                                                                  |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involvement in the study                                                                                                                                                                                                         |
| <input checked="" type="checkbox"/>           | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                                |
| <input checked="" type="checkbox"/>           | <input type="checkbox"/> Graph analysis                                                                                                                                                                                          |
| <input checked="" type="checkbox"/>           | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                            |
| Functional and/or effective connectivity      | <i>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</i>                                                                                         |
| Graph analysis                                | <i>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).</i> |
| Multivariate modeling and predictive analysis | <i>Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.</i>                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

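RNA of sorted ASCs and FAPs of mice was sequenced 1 day after injection into the quadriceps. The groups were ASCs of ScAT after NaCl (3 libraries), FAPs after NaCl (2 libraries), FAPs after glycerol (3 libraries, injured FAPs) and CD31+CD45+ cells after glycerol (1 library). Groups and replicate numbers came from the sample labels and the paper. The libraries of Malecova et al., the single-cell data and the microarray data were not analysed here.

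The authors filtered the reads with fastq_illumina_filter 0.1, checked them with FastQC 0.11.9, aligned them to mm10 with HISAT2 2.2.1, counted them per gene with featureCounts of Subread 2.0.1 and tested differential expression with DESeq2 1.34.0. The authors deposited a signal value per gene and library, and the paper's text does not say how it was scaled. In all 9 libraries 100% of the values came out as whole reads divided by a size factor. These factors were 0.980 to 1.015 times the median-of-ratios factors computed here, after rescaling, and not identical to them. The deposited table lists 26214 genes, of which 6684 are at 0 in every library, and 24918 matched the GENCODE M21 annotation (GRCm38), which gave coordinates, GC content and transcript length. It has 2 empty columns. The paper's text does not name the strand setting of the counting or its treatment of reads with several matches, so genes with near-identical copies or overlapping neighbours are uncertain. Csf2rb and Csf2rb2 are such a pair.

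From these values log2(value + 1) was computed, and limma 3.58.1 in R 4.3.3 was fitted with a mean per group over the 8 ASC, FAP and injured FAP libraries, with a trend in the prior variance and Benjamini-Hochberg adjustment over 13601 genes with a mean of at least 10. The 3 comparisons were ASCs against FAPs, injured FAPs against FAPs and injured FAPs against ASCs. The fit has 5 residual degrees of freedom. The log2 fold change threshold of 0.58 is the paper's. The paper's text gives a p threshold of 0.05 and Fig. 1D an adjusted p, so adjusted p was used and the unadjusted p was an alternative. The number of reads per library limits the precision of low genes: 3 reads are worth a value between 2.29 and 4.71 depending on the library, and a fold against a group at or below that level is given as a lower bound.

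The values turned out as whole reads over a size factor, as the design had assumed for normalized counts, and edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. They called 6450 and 6412 genes in ASCs against FAPs, 7303 and 7227 in injured FAPs against FAPs and 7000 and 6865 in injured FAPs against ASCs. All 3 methods were tested on simulated reads of the 13601 genes with 200 genes changed 4-fold. Limma recovered 200 and 199 of them in the 2 comparisons with a change, with 1 and 7 wrong calls. EdgeR recovered 200 and 199, and DESeq2 199 and 198.

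Beside the tests, a PCA, distances between group means, k-means clusters and gene lists tested with camera (51 tests of 17 lists) were computed. The lists were Fig. 1D genes, sorting markers of the paper, cell division, DNA replication, ribosome biogenesis, cytokines and stress, immediate early and heat shock, morphogenesis and adhesion, angiogenesis, and genes of smooth muscle and pericytes, skeletal muscle fibres, satellite cells, Schwann cells, endothelial cells, leukocytes, adipocytes and positional identity. Genes named in the text are those of Fig. 1D, the sorting and cytometry markers, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among genes past the threshold, with a mean of at least 100 and no overlap between the groups. One of these genes is not reported here by itself, though counts, ranges and tests of whole lists include it. Endothelial and leukocyte genes named in the closing section were chosen after their values were seen. Comparisons that share the FAP libraries were set beside 100 simulations of unchanged groups and 100 draws in which each gene's 3 group means were dealt to the groups at random.

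The alternatives covered the pseudocount (0.5 and 8), the filter on low values (none, or a mean of 50), the scaling (quantile normalization, or a common 75th percentile), the p threshold, the groups in the fit, a term for the replicate number, each library left out, the tool, the genes of the PCA and the settings of the k-means clusters and gene lists. These were set before the data were examined. Using ASCs or injured FAPs as the shared reference, leaving out the 3843 genes highest in the CD31+CD45+ library, a PCA with 2 libraries of each group, and the wider count of k-means clusters were chosen after seeing the data.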

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

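All tests in this part were chosen after the result was seen.

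The library of CD31+CD45+ cells of injured muscle, which the paper does not report on, held a median value of 22500 over 14 endothelial genes, far above the levels in the 8 other libraries (33.9 to 242). It has no replicate. This is the level that cells selected for CD31 would have, and no other explanation was tested.

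Against that library, FAPs held a pattern that ASCs and injured FAPs did not. Among 299 genes above 1000 in the CD31+CD45+ library and at least 20 times the mean of ASCs and injured FAPs, chosen without the FAP libraries, 50 (16.7%) were listed at 0 in both FAP libraries, 6 in all ASC libraries and 1 in all injured FAP libraries. Single libraries had 60 and 58 such genes at 0 in FAPs, 11 to 18 in ASCs and 3 to 5 in injured FAPs. Vwf, at 32360 in the CD31+CD45+ library, was at 0 in both FAP libraries, as were Emcn, Cldn5, Lyz2 and Cd74, while Cdh5 (1438 and 685.8), Kdr (1055 and 684) and Flt1 (1260 and 953) were higher in FAPs than in any ASC or injured FAP library. These genes were named after their values were seen. The nonzero selective genes had a median of 3.95% and 3.35% of the CD31+CD45+ value in FAPs and 0.54% to 1.34% elsewhere, but the genes were chosen for low values in ASCs and injured FAPs, which by itself raises FAPs in this comparison.

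The number of reads argues against depth as the cause. A test of whether genes at 0 in both FAP libraries are high in the CD31+CD45+ library was uninformative, with 75.9% of 79 genes over 200 against 70.1% of all comparable genes. A look at genes above 5000 in that library then found 18 of 752 at 0 in both FAP libraries, and 0 in all ASC or all injured FAP libraries. In a later test, ASC and injured FAP libraries thinned to the depth of FAPs gave at most 10.6 selective genes at 0 in both of 2 libraries, against 50 observed.

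Carry-over of CD31+CD45+ cells in differing amounts was looked at next. Counting genes at 0 that should have had 10 reads or more (60 in FAP replicate 1 at the share of the other selective genes, 50 in both at the share of the endothelial list) was uninformative, since every gene selected above 1000 gives at least 12.3 reads at the lower share. The selective genes were therefore divided by injured FAP replicate 2, in which leukocyte genes were in excess. Of the 34 genes at least 2 times higher there than in replicates 1 and 3, 23 were at 0 in both FAP libraries, so fewer leukocytes in FAPs may account for these, and this cannot be told apart from a step in processing. Of the other 265, 27 (10.2%) were at 0 in both FAP libraries, against 6 to 9 in pairs of ASC libraries and 1 or 2 in pairs of injured FAP libraries. The endothelial list as a whole was higher in FAPs (medians of 1.64% and 1.16% of the CD31+CD45+ value) than in ASCs (0.104% to 0.187%) and injured FAPs (0.407% to 0.610%). Of its 14 genes, 7 were higher in both FAP libraries than in every ASC and injured FAP library and 3 were lower, 2 of them at 0. This argues against differing amounts of those cells, as the CD31+CD45+ library mixes them, for the 27 genes. Leukocytes of kinds not in excess in replicate 2 were not separated.

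What stays open is a hypothesis found from the same data: part of the CD31+CD45+ profile may have been subtracted from the FAP values, which would leave genes at 0 (16.7% of the selective ones, the 23 leukocyte-like genes included) beside high values of others. The paper's text does not describe such a step, and differing sorting of endothelial subsets in FAPs is a biological alternative that was not tested. The zeros bear on the comparisons with FAPs. Of the 79 genes at 0 in both FAP libraries with a mean over 20 in ASCs and injured FAPs, 74 were called higher in injured FAPs, 56 in ASCs and 52 in both, out of 1470 genes higher in both.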

How the results depend on the processing

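The alternatives with a shared reference other than FAPs, without genes highest in the CD31+CD45+ library, with 2 libraries of each group, and with the wider count of k-means clusters were chosen after seeing the data. Causes were not tested unless given.

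Of the values that answer a comparison, 250 were unchanged in direction and side of the threshold, 69 moved, 7 became stronger and 11 weaker. Of the values of single genes and further lists, 1762 were unchanged, 45 became stronger, 33 weaker and 20 changed sign.

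Counting only higher genes gave 3183, 3388 and 3405 genes in ASCs against FAPs, injured FAPs against FAPs and injured FAPs against ASCs, and 1470 shared, because lower genes drop out. No other alternative moved these counts by over 1.5 times. Scaling each library to the same 75th percentile shifted the median log2 fold change of all genes to −0.203, −0.145 and 0.135, and lowered the share of higher genes among calls in ASCs from 49.6% to 37.2%. Without the 3843 genes highest in the CD31+CD45+ library that share was 61.7%. Of the shared genes, 1096 were higher and 2364 lower in both comparisons with the 75th percentile. Without the genes highest in the CD31+CD45+ library, 1326 were higher and 997 lower. Lower genes were the more numerous under the other alternatives that counted both directions. The share of shared genes changed in the same direction was 85.49% with all genes above 0, 85.45% with quantile normalization, 80.49% without genes highest in the CD31+CD45+ library, and 80.9% to 84.76% with a library left out (lowest without ASC replicate 2). The correlation of the fold changes was 0.522 with edgeR, 0.362 without genes highest in the CD31+CD45+ library, 0.523 with ASCs as the reference, and 0.422 with FAP replicate 2 used for ASCs and FAP replicate 1 for injured FAPs.

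The position of injured FAPs on the line from FAPs to ASCs was 0.477 and 0.456 with pseudocounts 0.5 and 8, 0.491 and 0.445 with all genes or a mean of 50, 0.48 and 0.474 with quantile normalization and the 75th percentile, 0.415 and 0.43 with 500 and 3000 genes, 0.58 with unit variance, and 0.426 to 0.488 with a library left out. Along PC2 these were 1.068, 1.004, 1.094, 0.999, 0.906, 1.084, 0.964, 1.118 and 0.738, and 0.54 (without ASC replicate 1) to 1.87 (without injured FAP replicate 2) with a library left out. With 2 libraries of each group it was 0.68 to 2.29 over 9 subsets. The ratio of distances was 1.02 and 1.04 with the pseudocounts, 1.01 and 1.05 with the filters, 1.02 and 1.03 with the scalings, and 1.01 to 1.08 with a library left out.

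Pdpn in injured FAPs against ASCs was 0.96 (adjusted p = 7.22e-05 from limma) with quantile normalization. Its rank in injured FAPs was 98 with quantile normalization, 185 with the 75th percentile, 25 with only the compared groups in the fit, 491 with edgeR, and 11 (without ASC replicate 1) to 374 with a library left out. In ASCs it was 45 (without ASC replicate 1) to 468.

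The replicate block used the replicate number as a term. Same-numbered libraries did not deviate together (correlations of 0.004, −0.003 and 0.012 between ASCs and injured FAPs, 0.045 and −0.054 between ASCs and FAPs, −0.022 and −0.016 between FAPs and injured FAPs), so they share only a number. With the replicate block 6287, 7046 and 6861 genes were called, 3906 shared, and Pdpn ranked 252 in ASCs and 148 in injured FAPs.

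The count of k-means genes was 506 with 2000 genes. By the wider count, without the condition on the gap between ASCs and FAPs, it was 1844 of 3000 genes, 1541 with 5 clusters and 1218 with 2000 genes. The median position of ASC-selective genes was 9.56% at 4 times, and with the FAP libraries swapped 11.6% at 4 times and 7.17% at 16 times.

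Of the gene lists, with quantile normalization cell division and DNA replication genes passed the threshold in ASCs (adjusted p from camera 0.00818 and 0.00154), and Schwann and glial cell genes no longer did in ASCs (0.131) and injured FAPs (0.0937), nor did immediate early and heat shock genes in injured FAPs against ASCs (0.129). With the replicate block, leukocyte genes passed in ASCs (0.0334). Fry also called sorting markers (0.000322), morphogenesis (0.0125), angiogenesis (0.0204), endothelial cell (0.0427) and leukocyte genes (0.0436) in ASCs, and sorting markers (0.00931), angiogenesis (0.00409) and satellite cell genes (0.00351) in injured FAPs. In injured FAPs against ASCs it also called sorting markers (0.00215), cytokines (0.0342), skeletal muscle fibre (0.000649), satellite cell (0.000387) and positional identity genes (6.18e-05). With an estimated correlation no list passed: over the lists called with the preset one, adjusted p was 0.321 to 0.613, with 0.413 for smooth muscle genes in injured FAPs against ASCs.

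Genes changed sign as follows. With quantile normalization, Thbs1 and Cd34 in ASCs were −0.57 and −0.07, Thy1 in injured FAPs −0.04, and Ccl2, Il6 and Serpina3n in injured FAPs against ASCs 0.56, 0.05 and 0.21. With the 75th percentile, Thbs1 in ASCs was −0.06, Thy1 in injured FAPs −0.05 and Timp4 in injured FAPs against ASCs 0.04. With edgeR, Pecam1 in ASCs was −0.62 and Timp4 in injured FAPs against ASCs 0.01. With DESeq2, Pecam1 in ASCs was −0.56. With a library left out, in ASCs Hmga2 was −0.76 (without ASC replicate 2) to 1.55, Thbs1 −0.16 (without FAP replicate 2) to 0.45 and Pecam1 −1.59 (without FAP replicate 2) to 6.02. In injured FAPs Thy1 was −0.03 (without FAP replicate 1) to 0.12 and Pecam1 −0.08 (without FAP replicate 2) to 7.53. Timp4 in injured FAPs against ASCs was −0.32 to 0.23 (without injured FAP replicate 3). Leaving out either FAP library leaves 1, so no calls were made against FAPs. With 3 reads worth 2.29 to 4.71, fold changes of genes near that level are not resolved.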

Differences from the paper's values

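The paper added FAP and injured FAP data of Malecova et al., which were not analysed here. Its text does not say which of its values rest on them, so differences in this part may come from unlike samples. The paper places Podoplanin at rank 7 among up-regulated genes. Ordered by p, Pdpn ranked 294 in injured FAPs and 385 in ASCs. None of the 16 alternatives set before the data were examined gave rank 7, and the closest was 11 in injured FAPs without ASC replicate 1.

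In Fig. 1B, read by eye, about 1800 genes are shared, against 3993. Of the alternatives set before the data were examined, counting only higher genes gave 1470, within 1.5 times of the paper's value, and the other 17 did not. That setting also took the genes called only in injured FAPs from 3160 to 1918, against about 3000 in Fig. 1B, so it closed one gap and opened another.

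The log2 fold changes of Fig. 1D were read by eye. Compared with injured FAPs against FAPs, the paper's values are about 6.1 in Fig. 1D for Ccl2 (5.14 here), about 5.3 for Timp1 (3.94), about 3.4 for Mt2 (0.94) and about 6.1 for Il6 (3.84). They are about 3.5 for Slc39a14 (3.01), about 3.5 for Pdpn (2.77), about 2.9 for Aldh1a2 (1.74), about 3.2 for Serpina3n (1.32), about 2.4 for Ncl (2.64), about 2.9 for Thbs1 (1.31), about 2.2 for Tubb5 (2.29) and about 13 for Cxcl5 (10.32). Of these 12 genes, 10 were lower here and 2 higher. Among the alternatives set before the data were examined, scaling to the 75th percentile gave 2.20 for Tubb5 and none closed the gap for the others.

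Compared with ASCs against FAPs, as the legend of Fig. 1D describes the list, all 14 genes compared were lower than the paper's values, 13 of them by more than the larger error. Ccl2 (5.74 here, about 6.1 in Fig. 1D) was within it. Timp1 was 1.84 here, against about 5.3 in Fig. 1D, Mt2 2.7 against about 3.4, Il6 4.49 against about 6.1 and Slc39a14 1.72 against about 3.5. Pdpn was 2.54 against about 3.5, Aldh1a2 −2.25 against about 2.9, Cd44 1.89 against about 2.5, Npm1 1.78 against about 2.7 and Serpina3n 1.80 against about 3.2. Ncl was 1.91 against about 2.4, Thbs1 0.15 against about 2.9, Tubb5 −0.40 against about 2.2 and Cxcl5 5.14 against about 13. Among the alternatives set before the data were examined, Mt2 was 3.09 without FAP replicate 1, and Cd44 was 2.07 without ASC replicate 2, 2.02 without ASC replicate 3 and 1.97 with DESeq2, each within the larger error of the paper's value. None closed the gap for the others.

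The p that the paper gives for the overlap in Fig. 1B is smaller than the 2.67e-101 of the one-sided Fisher's exact test here, and the paper's text does not name the test. Among the 18 alternatives set before the data were examined, all genes with any value above 0 (4.31e-326) and counting only higher genes (3.04e-203) gave a smaller p than the paper's, and the others gave a larger one, from 1.75e-129 (without ASC replicate 1) to 2.62e-84 (without ASC replicate 2).

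The legend of Fig. 1D lists its genes as higher in ASCs than in FAPs. Aldh1a2 was lower there, and Thbs1 and Tubb5 did not pass the threshold.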

Other observations

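The tests of GC content and length, of normalization, of the shared FAP libraries, of 3 equally different groups and of other splits of the libraries were set before their results were seen. So were the tests of the gene lists with camera and their alternatives with fry, quantile normalization and the replicate block. All other tests in this part were chosen only after.

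The overlap of the 2 comparisons with FAPs was set beside what groups with no particular nearness give. Simulations of unchanged groups called at most 1 gene in a comparison, so their 0 shared genes were bound to follow. At an unadjusted p under 0.05 they shared 52 to 95 genes, against 4181 observed. Shared FAP libraries without any change thus do not give the overlap. These simulations do not show how much sharing adds among changed genes. When each gene's 3 group means were dealt to the groups at random, 100 of 100 draws had at least 3993 shared genes (mean 4156, range 4051 to 4237), the correlation was 0.484 to 0.525 against 0.475, and the share in the same direction was 82.0% to 84.9% against 83.8%. The draws also called 6765 to 6981 genes in ASCs (observed 6416) and 6782 to 6997 in injured FAPs (observed 7153). The observed overlap and correlation lay below every draw, which argues against exactly equal differences between the groups. The share in the same direction lay among the draws. The overlap was thus not larger than groups with no particular nearness give. Over all genes, 67.68% of fold changes had the same sign in both comparisons, against 65.84% to 68.05% in the draws. This was near the upper end, and 2 of 100 draws were as large. With ASCs as the shared reference 3836 genes were shared (r 0.523, one-sided Fisher's exact test, p = 5.33e-88), and with injured FAPs as the reference 4406 (r 0.502, p = 1.55e-156). These references were chosen after seeing the data.

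The place of injured FAPs along PC2 was 1.00 on average in the same kind of draws (0.861 to 1.17), near the observed 1.05, so on this measure equally different groups of 3, 2 and 3 libraries are consistent with it, although their overlap was larger than the observed one. With 2 libraries of each group the place moved to between 0.68 and 2.29, and injured FAPs were still nearer to ASCs than to FAPs in 9 of 9 subsets, where 48 of 100 draws put them nearer to ASCs. The subsets share libraries and are not independent.

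In 1 of the 10 splits of the 6 ASC and injured FAP libraries, the real one, as many as 6909 genes differed. The other 9 gave 0, with 25 to 73 at an unadjusted p under 0.05. With 10 splits the share cannot be under 0.05 whatever the data, so it decides nothing.

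All 53 genes of the cell division and DNA replication lists were higher in injured FAPs than in FAPs, with a median log2 fold change of 4.38, and every injured FAP library exceeded every FAP library. The paper reports no difference in EdU incorporation of FAPs at 1 dpi, measured on other cells by cytometry. In ASCs 13 of the 53 genes were called higher, with a median of 0.34. Several technical explanations are argued against. The genes were a median of 13.7 times higher in injured FAPs than in the CD31+CD45+ library, so carried-over cells of that kind would not bring them. They exceeded 20 genes matched on mean value, GC content and transcript length by a median of 4.70 (lowest 2.27). The lower of the medians under quantile normalization (4.66) and the 75th percentile (4.29) was 4.29. A hypothesis is that injured FAPs may transcribe division genes by 1 dpi. Transcripts do not show division itself, and cells of other types that divide were not tested.

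Suppose 5% or more of injured FAPs had the transcript levels of ASCs and as much RNA per cell. Every abundant ASC-selective gene would then reach 5% of its share of the ASC reads. Over 256 genes at least 8 times higher in ASCs than in FAP replicate 1, the median linear position of injured FAPs was 6.13% (SD 0.41 over libraries), and 9.43% with the FAP libraries swapped, with 79 genes (30.9%) at or below 0. This median decides nothing by itself. Of the 133 genes with a mean of at least 500 in ASCs, 24 were under 5% of the lowest ASC library in every injured FAP library, 8 under 2% and 4 under 1%, with a lowest mean share of 0.248%. Deposited values summed to 30975894 to 36203055 in ASCs and to 20614745 to 21159811 in injured FAPs. A 5% share of the RNA would thus show as less than 5% of the ASC value, so the 24 genes do not decide. The 8 genes under 2% argue against 5% or more of cells with unchanged bulk ASC transcript levels, at equal RNA per cell. The limits were chosen after the values were seen, and cells that lose ASC transcripts after leaving ScAT, or a smaller share, could not be excluded. The paper describes the mobilized cells as a Podoplanin+ subset of ASCs and traced grafted cells into injured muscle. A subset whose profile differs from that of bulk ASCs could not be excluded either.

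Positional identity was measured over 73 genes, which add all Hox genes to the 34 listed genes (25 tested) that camera used. Of 36 called between ASCs and FAPs, 22 were nearer to FAPs in injured FAPs and 14 nearer to ASCs (exact two-sided sign test, p = 0.243), and the median position was 0.43 (0 at FAPs, 1 at ASCs), so this test does not decide. All 10 that differed by over 3 in log2 between ASCs and FAPs lay nearer to FAPs (positions −0.27 to 0.26), and of the other 26, 12 were nearer to FAPs and 14 to ASCs. This division was made after the values were seen and is not a test.

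Injured FAP replicate 2 had higher leukocyte genes than replicates 1 and 3, with a median ratio of 5.23 over 15 genes (2.79 to 14.3), 1.30 over endothelial genes and 0.992 over all genes. Its abundant leukocyte genes rose together, Lyz2 at 724.6 against 142 and 109.1 and Cd74 at 575 against 115.3 and 103. A candidate explanation is carry-over of leukocytes, and of the list 1 gene reached 10 in every ASC and FAP library and 1 was in another list. Differences between the source animals of the libraries were not tested.

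In the CD31+CD45+ library 22 of 25 cytokine and stress genes and 26 of 26 cell division genes were lower than in injured FAPs, and 14 and 0 were lower than in FAPs. That it came from non-injured muscle cannot be told apart from a different response of those cells, since there is no second library of them.

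Of the 17 gene lists, those not given elsewhere had these results in camera with a preset correlation, as medians of log2 fold changes and adjusted p. In ASCs against FAPs, smooth muscle and pericyte genes (−3.48, 1.15e-06), skeletal muscle fibre (−3.27, 3.75e-05), satellite cell (−2.77, 0.0128) and Schwann and glial cell genes (−1.44, 0.0345) were lower. The Fig. 1D genes were higher (1.84, 0.000244). The study chose that list on the same samples, so its results in the 3 comparisons are not independent evidence. Sorting markers (1.27, 0.0809), DNA replication (0.44, 0.125), immediate early and heat shock (−0.10, 0.928), morphogenesis and adhesion (0.10, 0.72), angiogenesis (−0.52, 0.393), endothelial cell (−2.11, 0.235), leukocyte (2.46, 0.0603), adipocyte (2.30, 0.527) and positional identity genes (0.06, 0.928) did not pass. Leukocyte, endothelial and sorting marker genes in ASCs passed with fry (0.0436, 0.0427 and 0.000322), and leukocyte genes also with the replicate block (0.0334).

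In injured FAPs against FAPs, DNA replication (3.86, 3.76e-14), Fig. 1D (2.77, 3.68e-08) and leukocyte genes (5.21, 0.000558) were higher. Lower were morphogenesis and adhesion (−1.48, 7.54e-05), immediate early and heat shock (−1.20, 0.000151), smooth muscle and pericyte (−1.80, 0.00101), skeletal muscle fibre (−1.62, 0.00337), adipocyte (−1.85, 0.0115), positional identity (−0.58, 0.0128) and Schwann and glial cell genes (−1.16, 0.0357). Sorting markers (0.62, 0.357), angiogenesis (−0.81, 0.115), satellite cell (−0.66, 0.181) and endothelial cell genes (−1.10, 0.393) did not pass.

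In injured FAPs against ASCs, DNA replication (3.53, 2.88e-13), cell division (4.67, 1.13e-12), smooth muscle and pericyte (1.68, 0.0157), leukocyte (3.06, 0.0217) and Fig. 1D genes (1.05, 0.0328) were higher. Morphogenesis and adhesion (−1.19, 7.39e-05), immediate early and heat shock (−1.10, 7.54e-05) and adipocyte genes (−3.99, 0.00626) were lower, and the other 9 lists did not pass (adjusted p 0.0985 to 0.936). Schwann and glial cell genes against FAPs, and immediate early and heat shock genes against ASCs, did not pass with quantile normalization.

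Of the 12 leukocyte genes tested, 10 were at or under 3 reads in both FAP libraries. With such genes at their bound, the median was 4.26 in injured FAPs, and 1.76 in ASCs without the 2 genes that were at that level there too. For skeletal muscle fibre genes in ASCs it was −3.17, and for cytokine and stress genes in ASCs 2.59, without 1 gene at that level in both groups. Of the endothelial list, 5 genes are also in another list.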
